# Timely TGFβ signalling inhibition induces notochord

**DOI:** 10.1038/s41586-024-08332-w

**Published:** 2024-12-18

**Authors:** Tiago Rito, Ashley R. G. Libby, Madeleine Demuth, Marie-Charlotte Domart, Jake Cornwall-Scoones, James Briscoe

**Keywords:** Gastrulation, Stem-cell differentiation, Neurulation

## Abstract

The formation of the vertebrate body involves the coordinated production of trunk tissues from progenitors located in the posterior of the embryo. Although in vitro models using pluripotent stem cells replicate aspects of this process^1–10^, they lack crucial components, most notably the notochord—a defining feature of chordates that patterns surrounding tissues^11^. Consequently, cell types dependent on notochord signals are absent from current models of human trunk formation. Here we performed single-cell transcriptomic analysis of chick embryos to map molecularly distinct progenitor populations and their spatial organization. Guided by this map, we investigated how differentiating human pluripotent stem cells develop a stereotypical spatial organization of trunk cell types. We found that YAP inactivation in conjunction with FGF-mediated MAPK signalling facilitated WNT pathway activation and induced expression of TBXT (also known as BRA). In addition, timely inhibition of WNT-induced NODAL and BMP signalling regulated the proportions of different tissue types, including notochordal cells. This enabled us to create a three-dimensional model of human trunk development that undergoes morphogenetic movements, producing elongated structures with a notochord and ventral neural and mesodermal tissues. Our findings provide insights into the mechanisms underlying vertebrate notochord formation and establish a more comprehensive in vitro model of human trunk development. This paves the way for future studies of tissue patterning in a physiologically relevant environment.

## Abstract (web summary)

Through analysis of developing chick embryos and in vitro differentiation of embryonic stem cells, a study develops a method to generate a model of the human trunk with a notochord.

## Main

The formation of the vertebrate body axis is an evolutionarily conserved process that requires coordinated generation of multiple cell types from a population of progenitors in the caudal embryo^12^. The node, a midline structure, has a central role in this process^13^. It secretes factors to organize forming trunk tissues^14^ and later gives rise to the notochord^15,16^, the mesodermal rod that provides mechanical and signalling cues to the embryo, and the floor plate, the ventral midline domain of the neural tube that patterns neural tissue. Various signalling pathways, including WNT, BMP, NODAL and FGF^17^, have been implicated in this process, but how these produce and organize the cell types necessary to form the body is not clear.

In vitro models of stem cell differentiation aimed to mimic signalling conditions around the node have been developed including gastruloids^1,3–5^, axially elongating organoids^9,10^, trunk-like structures^2^, spinal cord organoids^6^, somitoids^7^, and axioloids^8^. Although these models generate varying amounts of neural, endodermal and mesodermal tissue, they often lack key components, most notably the notochord and its dependent tissues such as the floor plate. This raises the possibility that notochord specification has specific signalling requirements not met in current models.

## Single-cell analysis of developing trunk

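Single cells of the chick trunk were captured in droplets and sequenced as 1 library of 3′ ends per stage, with at least 4 embryos pooled at 4S, 7S, 10S and 13S. The authors aligned the reads to the GRCg6a genome and counted unique molecular identifiers (UMIs) on exons and introns with DropEst, and the values analysed here were these counts, without normalization. The counts came to 37370837 UMIs at 4S, 24490943 at 7S, 64453991 at 10S and 54196129 at 13S, in cells with at least 2500 UMIs. Genes were listed by symbol or by Ensembl identifier and no coordinates were used. No stage had a second library, so differences between stages were not tested, and the intervals given for a stage (95%, exact Poisson for counts and exact Clopper-Pearson for shares of cells) cover counting error only. Differences between groups of cells were tested over the 4 libraries. The UMIs of each gene were summed per library and group, and the sums were compared with edgeR's quasi-likelihood test after TMM normalization, with the library as a block. Levels are given as counts scaled to the total of each sum (CPM), as the mean ± SD of the 4 libraries. Where the share of cells with a UMI was compared, the counts of each cell were first thinned at random to 2500 UMIs, so that every group had the same depth. The share in blood island-like cells served as background, since free RNA gives UMIs in cells that do not express a gene, and neural-like cells were used in their place for CA2, TIMP3, SEMA3C, SPRY2, BAMBI and KRT17.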

To investigate the emergence of trunk tissue, including neural tube, somites and notochord, we analysed the transcriptome of single cells from caudal regions of chick embryos, approximately 5–6 h apart, with somite (S) numbers 4S, 7S, 10S and 13S (Hamburger–Hamilton stages 8–11 (HH8–HH11); Fig. 1a). These stages encompassed the induction of HOXB9 and HOXC9 expression (Extended Data Fig. 1a) and complement existing data from earlier developmental stages (HH4–HH7)^18,19^, and from tailbud and anterior portions of the embryo^20,21^. 

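HOXB9 had 2.78 CPM in the 4S library (95% exact Poisson interval 2.27 to 3.37, from 104 UMIs). It reached 21.6 CPM at 7S (19.8 to 23.6), 74.4 at 10S (72.3 to 76.5) and 178 at 13S (174 to 181). HOXC9 was lower at every stage, with 0.241 CPM at 4S (0.110 to 0.457, from 9 UMIs). It came to 4.45 at 7S (3.65 to 5.37), 18.0 at 10S (17.0 to 19.1) and 43.6 at 13S (41.9 to 45.4). The ratio of 13S to 4S was 63.9 for HOXB9 and 181 for HOXC9. As shares of cells with a UMI on thinned counts, HOXB9 went from 0.745% at 4S to 27.7% at 13S, a ratio of 37.2. Blood island-like cells of the 4 libraries had a share of 9.71%. The ratio for HOXB9 moved most, to 22.4, when the shares were taken without thinning. The ratio for HOXC9, which rests on few UMIs at 4S, was 369 for shares on thinned counts, 126 for counts thinned to 5000 UMIs and 104 without thinning. The level rose at each step in every setting run for both genes. Since each stage was a single library, these intervals say nothing about the spread between embryos of one stage.

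**Figure D1:**
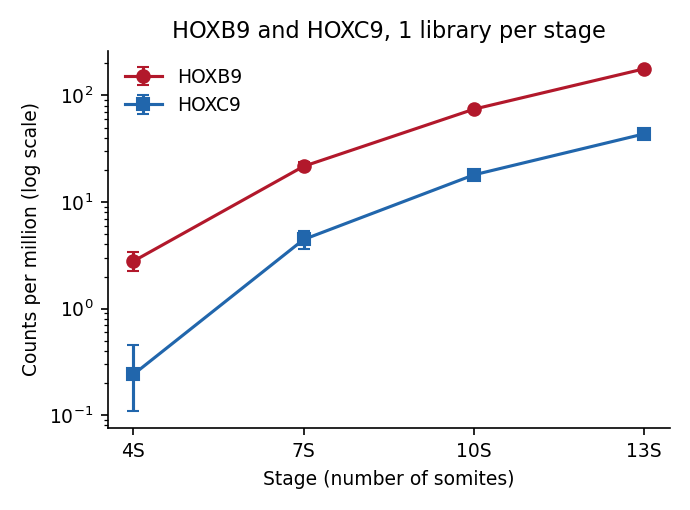
CPM of HOXB9 and HOXC9 (log scale) in the 4S, 7S, 10S and 13S libraries, with 95% exact Poisson intervals as bars. Both genes rise at each step, HOXB9 from 2.78 to 178 and HOXC9 from 0.241 to 43.6.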

Cell types were defined by Louvain clustering and marker gene expression (Fig. 1b and Supplementary Fig. 1a). 

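Clustering followed the steps of the methods, with Harmony over the 4 libraries and Leiden clusters at resolution 3.5, but 50 genes that the paper names for a population were left out of the clustering so that they could be tested afterwards. It used 1186 highly variable genes and gave 41 clusters. A cluster was named for the class whose fixed markers had the highest mean z score. At least 3 of the markers had to be detected in at least 10% of its cells and the mean z score had to reach 1, thresholds that were chosen after a first clustering had been looked at. Of the clusters, 38 were given a name, which fell into 16 classes, and 3 clusters with 918 cells were left without one. The names, such as NMP-like, say only which markers a cluster carried. The classes ranged from 91 floor plate-like cells, with a median of 5101 UMIs, to 4544 paraxial mesoderm (PXM)-like cells, with a median of 6523. NMP-like cells numbered 2070 (median 7303 UMIs), preneural-like cells 1223 (7829), primitive streak-like cells 2102 (6775.5), notochord-like cells 946 (5232.5) and blood island-like cells 731 (6555). No cluster was named neural crest.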

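The share of a library's cells in each class was compared between the 4 libraries, each of which stood for a stage. Of 16 classes, 8 had a highest share more than 1.5 times the lowest, and the median ratio was 1.51. Cardiac mesoderm-like cells varied least, with a ratio of 1.09 between 4.50% at 4S and 4.11% in the library with the lowest share, and the other 3 libraries lay between 4.11% and 4.13%. The ratio was 1.22 for intermediate lateral plate mesoderm-like, 1.23 for PXM-like and 1.25 for NMP-like cells. Lateral plate mesoderm-like cells made up 16.7% of cells at 7S and 10.8% at 13S, a ratio of 1.55, and the notochord-like share was 4.94% at 4S (95% exact Clopper-Pearson interval 4.29 to 5.66), 3.11% at 7S (2.69 to 3.59), 4.07% at 10S (3.67 to 4.51) and 3.1% at 13S. Endoderm-like cells had a ratio of 2.15, neural-like cells 1.95 and blood island-like cells 1.94. The largest ratio, 3.78, was that of floor plate-like cells, with 0.174% at 4S (7 cells) and 0.657% at 10S (57 cells). Preneural-like cells came from 2 clusters, both of which also carried neural markers, and both rose from 4S to 13S, from 1.99% to 3.90% and from 0.721% to 2.13%. The count of classes moved most without Harmony, when all 13 classes that were found at each stage had a ratio over 1.5. Harmony draws clusters towards an even mix of the libraries, so similar shares after it are in part built in. Without it the largest ratio was 218, for PXM-like cells, so clusters may then part by library. Neither setting alone tells how stable the shares were. Differences in dissection and in cell recovery enter these shares together with those between stages.

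**Figure D2:**
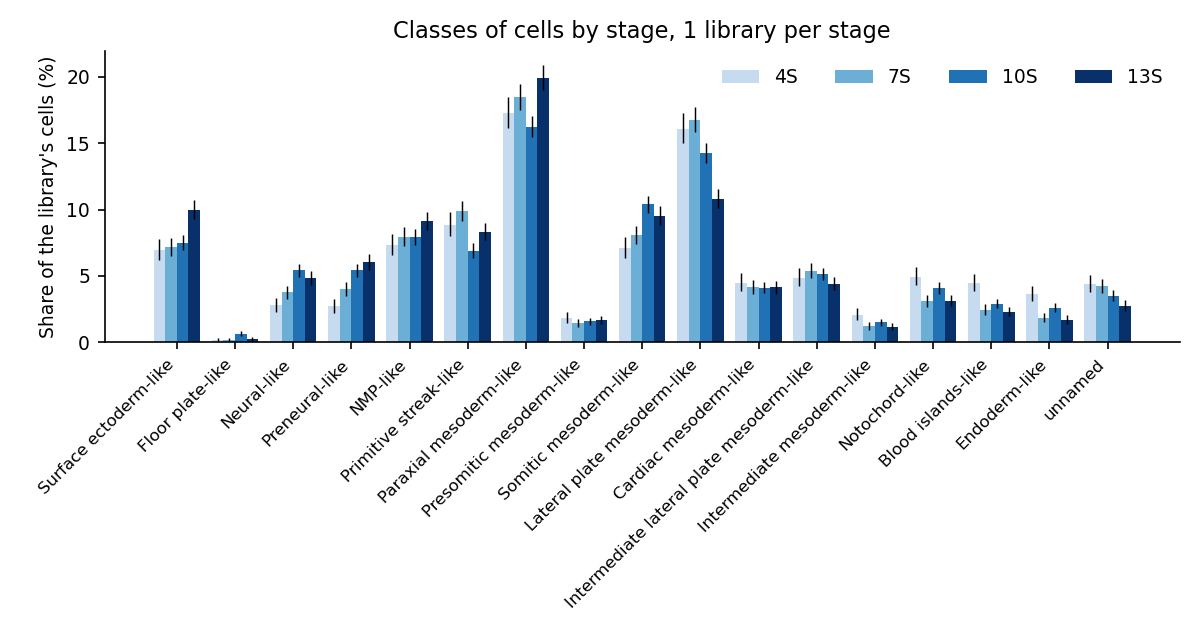
Share of a library's cells (%) in each class at 4S, 7S, 10S and 13S, with 95% exact Clopper-Pearson intervals as bars. In proportion, the floor plate-like share at 10S is the furthest above its other stages, and cardiac mesoderm-like shares lie closest together.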

The proportions of cell types were stable across stages (Supplementary Fig. 1b–d).

**Fig. 1:**
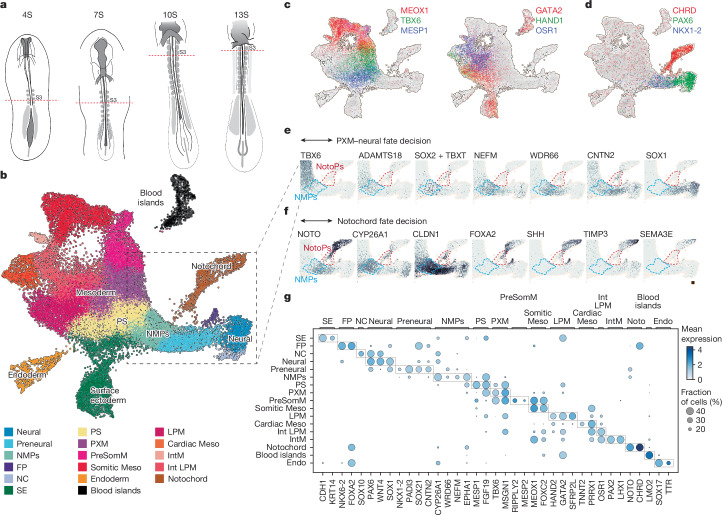
Single-cell transcriptomics of chick trunk development. **a**, Summary of chicken embryo dissections to generate scRNA-seq datasets. Tissue caudal to the third somite pair in embryos with 4S, 7S, 10S and 13S (HH8–HH11) was dissociated and sequenced. **b**, 2D embedding (uniform manifold approximation and projection) of single-cell data highlighting the different cell populations present during early vertebrate trunk formation. The plot shows 27,379 single cells from all developmental stages. **c**,**d**, Embedding of chick trunk (4S–13S) coloured by expression of different marker genes of the paraxial and lateral plate mesodermal (LPM) compartment (**c**) and of notochord (Noto), neural, endoderm (Endo) and surface ectoderm (SE) (**d**). **e**,**f**, Embedding showing the expression of several genes in the PXM, NMPs and neural cell populations (**e**) and the NMPs and notochord (**f**) cell populations. Scale is linear and shows a maximum count of 4. **g**, Overview of gene expression levels and percentage of cells positive for marker gene expression used to distinguish cell types present in the trunk. FP, floorplate; IntM, intermediate mesoderm; NC, neural crest; PreSomM, presomitic mesoderm.

Analysis of gene expression identified cells of the expected tissues. Expression of MESP1, SNAI2 and MSGN1 was used to demarcate the primitive streak and early nascent mesoderm. 

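MESP1 and MSGN1 were among the markers by which clusters were named primitive streak-like and PXM-like, so their levels describe these classes and are no test of them. MESP1 was highest in presomitic mesoderm-like cells, at 316 ± 166 CPM (SD, n = 4), and second in primitive streak-like cells, at 173 ± 121. Within libraries it was higher in presomitic mesoderm-like cells in 3 of 4, and at 4S it was lower, with 197 against 321 CPM. MSGN1 was highest in PXM-like cells, at 597 ± 82.2 CPM, and second in primitive streak-like cells, at 112 ± 19.8. SNAI2 was not among the gene names of the files, and no value was computed for it.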

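Cells with at least 1 UMI each of TBX6 and MEOX1 made up 1.36% ± 0.171 (SD, n = 4) of the cells of a library on thinned counts. The share expected from the product of the single shares was 0.895% ± 0.0576, and the observed share was above it in 4 of 4 libraries. Such cells made up 11.8% of presomitic mesoderm-like, 4.58% of PXM-like and 3.12% of somitic mesoderm-like cells. They were 0 of 731 blood island-like cells, which by the exact Clopper-Pearson interval allows a share of up to 0.503%. Both genes also served to name classes, so the order of the classes is not a separate result. Of 12 pairs of genes compared in this way, 6 were above the expected share in every library. With at least 2 UMIs required of each gene the number was 3, the setting that moved it most, and TBX6 with MEOX1 was then above in 3 of 4 libraries.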

TBX6 defined paraxial and presomitic mesoderm, the latter with additional MEOX1 co-expression (Fig. 1c left and Supplementary Fig. 1e). 

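MESP1 and RIPPLY2 were detected together in 0.971% ± 0.353 (SD, n = 4) of cells on thinned counts, against 0.283% ± 0.219 expected from their single shares. The excess was present in 4 of 4 libraries and also when at least 2 UMIs of each gene were required. The pair was found in 17.2% of presomitic mesoderm-like and 3.98% of somitic mesoderm-like cells and in 0.137% of blood island-like cells. RIPPLY2, which took no part in the clustering, was highest in presomitic mesoderm-like cells, at 830.2 ± 412 CPM, followed by somitic mesoderm-like cells at 192. MESP1 and MEOX1 were detected together in 1.85% ± 0.434 of cells against 1.30% ± 0.837 expected. The observed share was above the expected one in 3 of 4 libraries, and at 4S it was below, with 1.96% against 2.22%. This pair made up 25.1% of presomitic mesoderm-like, 10.5% of somitic mesoderm-like and 2.11% of PXM-like cells.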

Co-expression of MESP1 and RIPPLY2 identified cells at the so-called wavefront, differentiating into the first somite (Fig. 1c left (MESP1^+^MEOX1^+^ in purple) and Supplementary Fig. 1a (cluster 23)). Closely associated with the transition to paraxial mesoderm (PXM) was ADAMTS18 (Supplementary Fig. 1e). This secreted metalloprotease cleaves fibronectin^22^ and promotes cell locomotion and an epithelial-to-mesenchymal transition.

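ADAMTS18 took no part in the clustering. It was highest in NMP-like cells, at 15.6 ± 5.69 CPM (SD, n = 4), and second in primitive streak-like cells, at 11.4 ± 2.67. PXM-like cells had 5.45 ± 2.33 CPM and presomitic mesoderm-like cells 1.07 ± 1.32. On thinned counts 3.33% of NMP-like cells had a UMI of the gene, against 0.137% of blood island-like cells. The level in NMP-like cells was above that of all other cells in 4 of 4 libraries.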

Lateral plate mesoderm was identifiable by HAND1, HAND2, GATA2, GATA4, CFC1, BMP4 and EVX1 expression, and it included an OSR1^+^ population, TBX20^+^TNNT2^+^ cardiac mesoderm and PAX2^+^LHX1^+^MNX1^+^ intermediate mesoderm (Fig. 1c right and Supplementary Fig. 1f). 

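Of the genes named for lateral plate mesoderm, HAND1, HAND2 and GATA2 served to name the class, and GATA4, CFC1, BMP4 and EVX1 were tested in lateral plate mesoderm-like cells against all other cells. All 4 were higher among the 11476 genes tested, and all 4 also when adjusted over the list alone. This is not independent evidence, because the study reports these genes for the same libraries. CFC1 had 298 ± 189 CPM (SD, n = 4) against 73.6 ± 54.2, a log2 difference of 2.06 (standard error 0.15, adjusted p = 1.74e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the same edgeR test GATA4 had a log2 difference of 1.63 (standard error 0.143, adjusted p = 5.67e-05) and BMP4 one of 1.33 (standard error 0.181, adjusted p = 8.35e-04), and these 3 genes were higher in 4 of 4 libraries. EVX1 had a log2 difference of 1.24 (standard error 0.291, adjusted p = 0.0137 in edgeR) and was higher in 3 of 4 libraries, with 39.1 against 47.8 CPM at 4S. EVX1 was no longer past the threshold without the 7S library, at a log2 difference of 1.28, nor without the 10S library, at 1.00, nor with DESeq2, at 1.19. The list moved most when the library was not used as a block, when 1 of the 4 genes was called. Cardiac mesoderm-like cells formed a class of their own here, in which GATA4 was highest, at 75.5 ± 34.9 CPM, against 29.3 ± 21.2 in lateral plate mesoderm-like cells. EVX1 was highest in NMP-like cells, at 119 ± 45.0, against 114 ± 52.9 in lateral plate mesoderm-like cells, and it was higher in NMP-like cells in 2 of 4 libraries.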

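TBX20 and TNNT2 were detected together in 0 of 25379 cells on thinned counts. Without thinning it was 11 cells, or 0.0558% ± 0.08 (SD, n = 4) against 0.00479% ± 0.00837 expected from the single shares, with the observed share above the expected one in 3 of 4 libraries. Of these cells 9 were cardiac mesoderm-like, 0.848% of that class, and 1 was blood island-like, 0.137% of a class of like depth, with medians of 6675 and 6555 UMIs. TBX20 was highest in cardiac mesoderm-like cells, at 1.60 CPM. PAX2 and LHX1 were detected together in 0.152% ± 0.0704 of cells on thinned counts against 0.0328% ± 0.023 expected, with an excess in 4 of 4 libraries. Intermediate mesoderm-like cells held 69.2% of these cells, which made up 7.44% of the class, and PAX2 and LHX1 were also among the markers that named it. MNX1 was highest in intermediate mesoderm-like cells, at 486 ± 327 CPM, followed by notochord-like cells at 226 ± 105 and endoderm-like cells at 211 ± 112. OSR1, a marker of both classes, had 138 ± 67.9 CPM in intermediate mesoderm-like and 128 ± 50.6 in intermediate lateral plate mesoderm-like cells.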

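NOTO and CHRD were detected together in 3.07% ± 1.19 (SD, n = 4) of the cells of a library on thinned counts, against 0.314% ± 0.138 expected from their single shares. The excess was present in 4 of 4 libraries and covered 736 cells. These cells made up 0.338% of NMP-like cells and 0.137% of blood island-like cells. CHRD had 6929 ± 1590 CPM in notochord-like cells and 700.1 ± 1130 in floor plate-like cells, which came second. This second mean was below its own SD, in a class with between 7 and 57 cells per library. TBXT, NOTO, CHRD and SHH were the markers that named notochord-like clusters, so that only their detection in the same cells is a result here.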

Notochord cells expressed TBXT, NOTO, SHH and CHRD (Fig. 1d and Supplementary Fig. 1g). 

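SHH was highest in floor plate-like cells, at 372 ± 161 CPM (SD, n = 4), followed by notochord-like cells at 205 and endoderm-like cells at 85.2 ± 52.1. SHH and SOX17 were detected together in 0.147% ± 0.0612 of cells on thinned counts, against 0.0244% ± 0.0151 expected, with an excess in 4 of 4 libraries. Endoderm-like cells held 87.2% of these cells, which were 5.73% of the class. MNX1 and HOXB1 were detected together in 0.738% ± 0.179 of cells against 0.971% ± 0.262 expected, and the observed share was above the expected one in 1 of 4 libraries, a comparison over all cells and not within the endoderm. They were found together in 11.8% of intermediate mesoderm-like, 9.62% of notochord-like and 3.54% of endoderm-like cells, and notochord-like cells held 47.6% of the cells with both. No blood island-like cell held either pair. SHH named floor plate-like clusters and SOX17 endoderm-like ones, so the order of these classes is not a separate result.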

SHH also marked the floor plate and SOX17^+^ endodermal cells, and the latter included a MNX1^+^HOXB1^+^ subcluster of the pancreatic lineage (Supplementary Fig. 1f,g).

A CDH1^+^ surface ectoderm population was composed of more mature surface ectoderm expressing KRT14, KRT17, TFAP2A, DLX5, EPHA1 and WNT6 and a group of cells co-expressing MESP1 and CDH1 (ref. ^23^, Extended Data Fig. 1b and Supplementary Fig. 2a). 

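CDH1, KRT14 and TFAP2A served to name surface ectoderm-like clusters, and KRT17, DLX5, EPHA1 and WNT6 were tested in surface ectoderm-like cells against all other cells. All 4 were higher among 11481 genes tested and in 4 of 4 libraries. All 4 were also higher when adjusted over the list alone, a list that the study reports for the same libraries. WNT6 had 93.7 ± 31.7 CPM (SD, n = 4) against 1.31 ± 0.646, a log2 difference of 6.28 (standard error 0.118, adjusted p = 2.32e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same edgeR test KRT17 had a log2 difference of 4.71 (standard error 0.298, adjusted p = 2.68e-06) and DLX5 one of 2.79 (standard error 0.162, adjusted p = 1.49e-06). EPHA1 differed least, by 0.78 on the log2 scale (standard error 0.093, adjusted p = 1.74e-04 in edgeR), and over all classes it was higher in NMP-like cells, at 75.5 ± 20.4 CPM, notochord-like cells, at 54.8 ± 15.6, and primitive streak-like cells, at 51.3 ± 10.9, than in surface ectoderm-like cells, at 39.5 ± 13.1. MESP1 and CDH1 were detected together in 0.143% ± 0.107 of cells on thinned counts against 0.251% ± 0.170 expected, a comparison over all cells that says nothing of a group within the surface ectoderm. The pair was found in 0.395% of surface ectoderm-like cells (8 cells, exact Clopper-Pearson interval 0.171 to 0.776) and 0.761% of primitive streak-like cells, and in 0 of 731 blood island-like cells, which allows up to 0.503%.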

PAX6-expressing neural cells (Fig. 1d) included ventral (NKX6-1^+^NKX6-2^+^) and dorsal (PAX3^+^MSX1^+^) progenitors and SOX10-expressing neural crest cells (Supplementary Fig. 2b). In addition, a population of preneural cells expressing NKX1-2 (also known as SAX1) was evident^24,25^. 

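PAX6 served to name neural-like clusters and NKX6-2 floor plate-like ones. NKX6-1 was highest in floor plate-like cells, at 23.7 ± 16.9 CPM (SD, n = 4), which rested on 13 UMIs. Neural-like cells had 2.90 ± 2.86 CPM of NKX6-1, from 32 UMIs, and 50.1 ± 5.37 of NKX6-2. PAX3 was highest in neural-like cells, at 6.74 ± 4.76, but it was above that of primitive streak-like cells, at 6.14 ± 1.95, in 2 of 4 libraries. MSX1 was highest in primitive streak-like cells, at 1269 ± 172 CPM, and neural-like cells had 449 ± 104, taken as a whole, since no dorsal cluster was told apart among them. SOX10 had 137 UMIs in neural-like cells, or 13.0 ± 21.2 CPM, and was higher there than in all other cells in 2 of 4 libraries. On thinned counts 2.65% of neural-like cells had a UMI of SOX10, against 0.137% of blood island-like cells.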

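PADI3, CA2 and CNTN2 were tested in preneural-like cells against all other cells, and none of the 3 took part in the clustering. All 3 were higher among 11438 genes tested and in 4 of 4 libraries, and all 3 adjusted over the list alone, a list chosen by the study on the same libraries. PADI3 had 77.9 ± 50.1 CPM (SD, n = 4) against 7.29 ± 3.02, a log2 difference of 3.42 (standard error 0.202, adjusted p = 1.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 difference was 1.98 at 4S and between 3.62 and 3.72 in the other libraries. CA2 had 292 ± 172 CPM against 28.6 ± 10.1, a log2 difference of 3.17 (standard error 0.387, adjusted p = 3.08e-05 in edgeR), which was smallest at 13S, at 0.81. CNTN2 had 82.3 ± 57.8 CPM against 10.3 ± 8.97, a log2 difference of 3.04 (standard error 0.176, adjusted p = 1.41e-08 in edgeR), and its level in preneural-like cells was 9.10 at 13S. CNTN2 was not called when the library was left out as a block. Over all classes CA2 was highest in blood island-like cells, at 560.4 ± 523 CPM. The class was not clear of neural cells, since the larger of its 2 clusters, with 837 of its 1223 cells, had 1 preneural and 2 neural markers among its 10 leading genes, and the smaller had 2 of each.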

The data revealed previously uncharacterized markers of this population, such as PADI3 and CA2, and CNTN2, a cell adhesion and recognition molecule from the immunoglobulin superfamily. Comparison with a single-cell study of early anterior neural induction in the chick^21^ identified genes in common, including *ZIC2* (early preneural) and *MAFA* (late preneural and neural) as well as others such as *GLI2*, *RFX3*, *ZNF423* and *TAF1A* that were more broadly expressed at these stages (Supplementary Fig. 2c).

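ZIC2 was highest in preneural-like cells, at 12.4 ± 4.47 CPM (SD, n = 4), and second in neural-like cells, at 10.7 ± 6.62, with the higher level in preneural-like cells in 3 of 4 libraries. MAFA was highest in floor plate-like cells, at 35.8 ± 30.9, and neural-like cells had 23.2 ± 9.58 against 6.78 ± 2.78 in preneural-like cells. GLI2 ranged from 13.6 CPM in blood island-like cells to 125 ± 58.1 in neural-like cells, with 97.9 ± 38.0 in preneural-like cells. RFX3 lay between 3.41 CPM in blood island-like cells and 9.28 ± 5.69 in presomitic mesoderm-like cells. ZNF423 lay between 32.7 in surface ectoderm-like and 122 ± 35.7 in somitic mesoderm-like cells. TAF1A lay between 6.87 in surface ectoderm-like and 15.5 ± 8.81 in intermediate mesoderm-like cells.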

We identified transcriptomic signatures of progenitor populations involved in generating trunk tissue. Two populations stood out: neuromesodermal progenitors (NMPs) and putative notochord progenitors. NMPs comprised SOX2^+^TBXT^+^ cells, typically used to identify these progenitors^17,26^ (Fig. 1e and Extended Data Fig. 1c), as well as other proteins previously associated with NMPs, such as NKX1-2 (ref. ^27^), EPHA1 (ref. ^28^), CDX2 and CYP26A1 (ref. ^29^). 

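SOX2 and TBXT were detected together in 0.236% ± 0.12 (SD, n = 4) of the cells of a library on thinned counts, or 62 of 25379 cells, against 0.232% ± 0.0652 expected from their single shares. The observed share was above the expected one in 1 of 4 libraries, that of 13S. This comparison was over all cells and not within NMP-like cells. TBXT was highest in notochord-like cells, at 1951 ± 183 CPM, and SOX2 was low in every class, with at most 24.8 ± 7.92 CPM. The pair was found in 1.40% of NMP-like cells (exact Clopper-Pearson interval 0.94 to 2.01), and in 0.981% of preneural-like cells (0.508 to 1.71), the classes with the highest shares, whose intervals overlap. No blood island-like cell held it on thinned counts. Without thinning, 6.04% of NMP-like and 5.40% of preneural-like cells held both genes, which were also among the markers that named the NMP-like class. NKX1-2 was another of these markers. Of the 8 genes stated for NMPs that took no part in the clustering, 7 were higher in NMP-like cells than in all other cells. This was among 11415 genes tested, and all 8 were higher when adjusted over the list alone. It is not independent evidence, since the study reports the list for the same libraries. Of these genes, the paper gives EPHA1, CDX2 and CYP26A1 as associated with NMPs in earlier work. EPHA1 had 75.5 ± 20.4 CPM against 20.0 ± 5.52, a log2 difference of 1.94 (standard error 0.0777, adjusted p = 4.94e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For CYP26A1 the levels were 81.0 ± 19.2 and 16.6 ± 5.79 and the log2 difference 2.35 (standard error 0.0933, adjusted p = 4.6e-09 in edgeR). For CDX2 they were 348 ± 81.9 and 166 ± 36.4, with a log2 difference of 1.10 (standard error 0.0375, adjusted p = 1.24e-09 in edgeR). These 3 genes were higher in 4 of 4 libraries. CYP26A1 was as high in endoderm-like cells, at 81.5 ± 45.2, and CDX2 in preneural-like cells, at 366 ± 199. Under the alternatives the number called lay between 6, with DESeq2 and without the library as a block, and 8.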

Low levels of NOTO were detected in this population in agreement with previous observations^30^. 

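NOTO had 31.1 ± 9.51 CPM (SD, n = 4) in NMP-like cells, against 691 ± 222 in notochord-like cells, 94.0 ± 162 in floor plate-like cells and 57.9 ± 34.0 in preneural-like cells. The floor plate-like mean was below its own SD, in a class of 91 cells. On thinned counts 7.54% of NMP-like cells had a UMI of NOTO. The share was 0.137% in blood island-like cells and 1.06% in neural-like cells. Since all cells were thinned to the same number of UMIs, depth does not enter this comparison.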

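CLDN1 had 702 ± 273 CPM (SD, n = 4) in NMP-like cells and 208 ± 86.3 in all other cells, a log2 difference of 1.78 (standard error 0.0759, adjusted p = 8.75e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). F2RL1 had 64.9 ± 22.7 CPM against 14.6 ± 3.81, a log2 difference of 2.15 (standard error 0.0975, adjusted p = 1.53e-08 in edgeR). Both were higher in NMP-like cells in 4 of 4 libraries. Over all classes CLDN1 was highest in preneural-like cells, at 1098 ± 644 CPM, and in surface ectoderm-like cells, at 1098 ± 534. F2RL1 was highest in preneural-like cells, at 76.9 ± 41.2. Neither gene took part in the clustering.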

Expression of CLDN1 and F2RL1 (also known as PAR2; Extended Data Fig. 1c) was also present in these cells, emphasizing the epithelial nature of NMPs^31^. Additionally, NEFM, an intermediate filament, and WDR66 (ENSGALG00000004365 in chick), a cilia and flagella-associated protein, were expressed in NMPs.

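NEFM had 32.4 ± 18.6 CPM (SD, n = 4) in NMP-like cells against 8.93 ± 2.27 in all other cells, a log2 difference of 1.98 (standard error 0.355, adjusted p = 0.00167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in NMP-like cells in 3 of 4 libraries, and at 4S it was lower, with 7.24 against 12.3 CPM. With DESeq2 its log2 difference of 1.73 did not pass the threshold. Over all classes NEFM was highest in somitic mesoderm-like cells, at 40.2 ± 53.0 CPM, a mean below its own SD. ENSGALG00000004365 had 26.7 ± 34.7 CPM against 3.76 ± 3.64, a log2 difference of 2.72 (standard error 0.237, adjusted p = 4.81e-06 in edgeR). Its level in NMP-like cells went from 0.362 at 4S, where all other cells had 0.693, to 77.1 at 13S, where they had 8.94, and it was higher in 3 of 4 libraries. It was not called when the library was left out as a block. Preneural-like cells had 28.7 CPM of this gene.

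**Figure D3:**
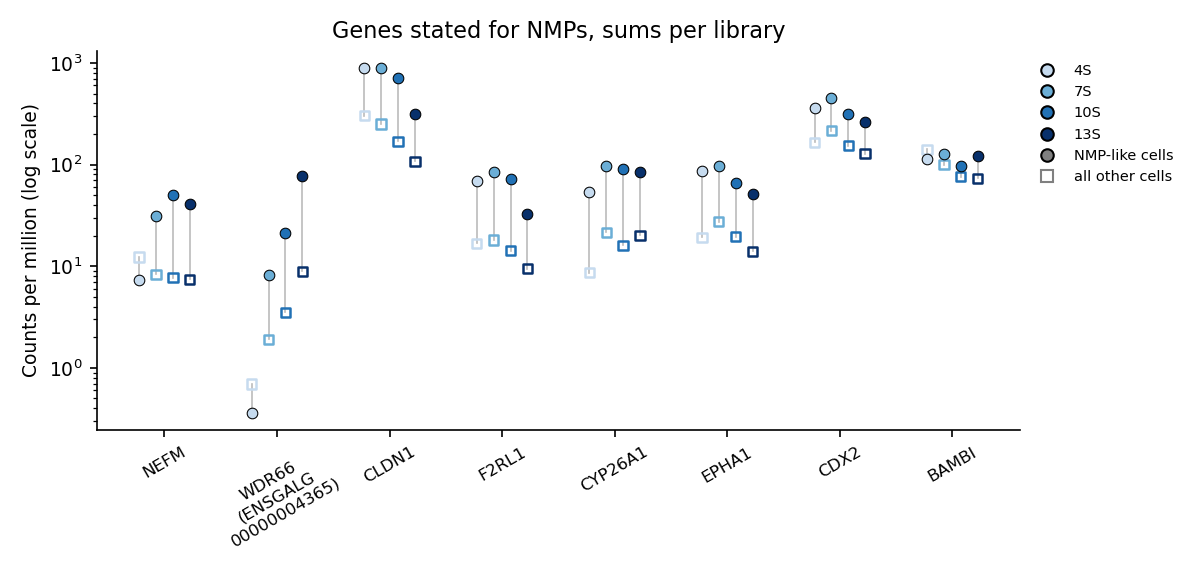
CPM (log scale) of 8 genes in NMP-like cells (filled circles) and all other cells (open squares), joined within each of the 4 libraries. NEFM, ENSGALG00000004365 and BAMBI are lower in NMP-like cells at 4S, and the other genes are higher in each library.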

By contrast, NOTO^+^CHRD^+^ notochord cells contained at least two distinct populations, one of which expressed FOXA2, CDX2, CYP26A1, CLDN1, CNTN2 and GNOT2 that we considered to correspond to the node (that is, the cell population around the median pit; Fig. 1f, NotoPs). 

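Notochord-like cells fell into 2 clusters, of 617 cells with a median of 5260 UMIs and 329 cells with a median of 5179. CDX2, CYP26A1 and CNTN2 named the first NotoP-like, with a UMI in 34.8%, 20.4% and 13.1% of its cells and in 3.65%, 3.95% and 2.13% of the other cluster, so these genes are not results here. FOXA2, CLDN1 and GNOT2 were tested between these clusters among 5118 genes, of which 259 were higher and 289 lower in NotoP-like cells. CLDN1 had 136 ± 91.9 CPM (SD, n = 4) against 12.8 ± 12.2, a log2 difference of 3.54 (standard error 0.258, adjusted p = 3.37e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FOXA2 had 216 ± 75.8 CPM against 31.5 ± 14.3, a log2 difference of 2.63 (standard error 0.223, adjusted p = 1.84e-07 in edgeR). Unlike CLDN1 and GNOT2, FOXA2 was not left out of the clustering, so it may have helped to part these clusters. GNOT2 had 72.6 ± 19.3 against 32.0 ± 24.7, a log2 difference of 1.10 (standard error 0.251, adjusted p = 0.00697 in edgeR). These 3 genes were higher in NotoP-like cells in 4 of 4 libraries. GNOT2 was not called without the 10S library, at a log2 difference of 1.2, nor when the library was left out as a block, at 1.08. Without Harmony, when the clusters held 187 and 755 cells, its log2 difference was −0.18.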

The second seemed to be more mature notochord and expressed SHH, NOG, LEFTY and also TIMP3, a metallopeptidase inhibitor, and SEMA3C and SEMA3E, semaphorins implicated in the control of cell morphology and motility, respectively^32^.

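Of the genes stated for the mature notochord, SHH, NOG and SEMA3E named the second cluster. For LEFTY, as the paper writes it, LEFTY1 and LEFTY2 were looked up, and LEFTY2 was not among the gene names of the files. Against all other cells, 5 genes (NOG, LEFTY1, TIMP3, SEMA3C and SEMA3E) were tested in notochord-like cells among 11400 genes. All 5 were higher in 4 of 4 libraries, as they were when adjusted over the list alone. The study reports that list for the same libraries, so this is not independent evidence. TIMP3 had 261 ± 103 CPM (SD, n = 4) against 3.8 ± 2.13, a log2 difference of 6.10 (standard error 0.16, adjusted p = 5.51e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 7.10 at 7S and between 5.80 and 5.92 in the other libraries. SEMA3C had 14.7 ± 12.7 CPM against 0.187 ± 0.108, a log2 difference of 6.17 (standard error 0.496, adjusted p = 1.86e-07 in edgeR), with 3.60 at 4S and between 6.46 and 6.96 in the other libraries. LEFTY1 had 96.1 ± 65.9 CPM against 3.21 ± 4.11, a log2 difference of 5.40 (standard error 0.331, adjusted p = 9.51e-09 in edgeR). SEMA3E had 35.0 ± 27.8 CPM against 0.627 ± 0.242 and NOG 25.0 ± 11.6 against 4.77 ± 1.73. Between the clusters, TIMP3 had 686 ± 262 CPM in mature notochord-like and 39.3 ± 12.7 in NotoP-like cells, a log2 difference of −4.15 for NotoP-like cells (standard error 0.157, adjusted p = 1.15e-11 in edgeR). SEMA3C had 28.0 ± 22.8 against 7.61 ± 7.12, was higher in mature notochord-like cells in 3 of 4 libraries and had too few counts to be tested.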

Near-identical cell populations were present in the mouse (embryonic day 8.0–8.5)^33^ and macaque (Carnegie stage 9–11)^34^, highlighting the conservation of trunk formation across vertebrates (Supplementary Fig. 3). Pairs of cells from NMP and notochord clusters exhibit some of the shortest mean Jaccard distances between their transcriptomes, highlighting their similarity in gene expression (Extended Data Fig. 2). Mouse NMP cells, as in chick, exhibited the highest proportion of double-positive SOX2^+^TXBT^+^ cells and expressed CYP26A1 and NEFM. Together, our analyses detected both established and new gene markers for each population (Fig. 1g and Supplementary Table 1).

## Mapping axial progenitor populations

To locate the position of progenitor populations, we mapped them back to chick embryos. NEFM, expressed in NMPs, marked the dorsal part of the node–streak border where the SOX2^+^TBXT^+^ NMPs reside, extending from the anterior primitive streak to the lateral edge of the preneural domain around the caudal node (Fig. 2a). The equivalent domain in the mouse has a smaller inverted-U shape surrounding the primitive streak reflecting the distinct geometry of rodent embryos^26^. NEFM was also found further away from this region in the caudal portion of somites and at the folding edges of the neural tube (Supplementary Fig. 4a). CNTN2, which delineates preneural cells, marked a complementary rostral domain. Similar to NEFM, CNTN2 was mostly dorsal, but we noted expression in the cells near the node and the caudal onset of NOTO. Rostrally, NOTO and CNTN2 form two mutually exclusive dorsal–ventral domains before any morphological segregation between notochord and neural plate was apparent (Fig. 2b). CNTN2 expression was spatially distinct from the more rostral expression of the neural marker SOX1 (Supplementary Fig. 4b). CYP26A1 and ADAMTS18 were expressed more caudally in a narrow ellipsoid domain abutting CNTN2. This domain partially overlapped NEFM but extended ventrally from the primitive streak to just above the pit (Supplementary Fig. 4c).

**Fig. 2:**
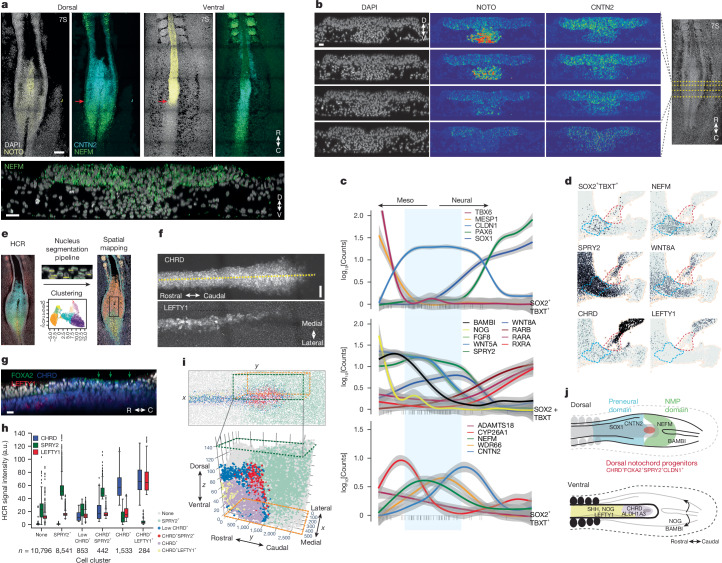
Axial progenitors delimited by cytoskeletal components and TGFβ family inhibitors. **a**, Multiplexed RNA fluorescence HCR image of a 7S chick embryo stained for NOTO in yellow (red arrows mark caudal limit), NEFM in green and CNTN2 in cyan. R, rostral; C, caudal; D, dorsal; V, ventral. **b**, Optical section of an HCR image showing dorso-ventral segregation of NOTO and CNTN2 caudal of the median pit. **c**, Transcriptional similarity ordering (pseudotime analysis) of chick single cells from PXM to NMPs and neural clusters showing the expression of CNTN2 and NEFM relative to that of other lineage and signalling genes. Data are shown as 95% confidence interval around a smooth spline. Vertical black lines at the bottom of the plots show cells co-expressing SOX2 and TBXT. **d**, Embedding detail with gene expression of TGFβ family inhibitors, SPRY2 and WNT8A. NotoPs, red outlined region; NMPs, blue outlined region. **e**, Single-cell quantification of HCR signals using the Nucleus pipeline. Outlined area indicates node region. **f**, Maximum-intensity projection (top view) of a 7S chicken embryo around the node. CHRD and LEFTY1 HCR signal intensity is shown. Dotted line indicates the optical section shown in **g**. **g**, Axial optical section showing dorsal NotoPs expressing FOXA2 (green arrows mark dorsal expression) and CHRD. **h**,**i**, Spatial mapping based on HCR expression of CHRD, LEFTY1 and SPRY2. Box plot (**h**) shows the HCR signals for each cluster; the middle line is the median across cells, the lower and upper hinges correspond to the first and third quartiles, and the whiskers extend from the hinge to the largest and smallest value no further than 1.5× the interquartile range from the closest hinge; *n* represents the number of cells in each cluster. Scatter plot (**i**) with 3D centroids for each segmented cell and their cluster assignment according to **h**. **j**, Schematic of the dorsal and ventral view of an elongating 7S embryo. Colour highlights the HCR domains identified with cytoskeletal and adhesion components, and the expression of key BMP and NODAL inhibitors. Images in **a**,**b**,**f**,**g** are representative of at least two independent experiments with a minimum of three embryos each. Scale bars, 100 μm (**a**(top)), 10 μm (**a**(bottom),**b**,**g**) and 30 μm (**f**).

Complex signalling networks regulate the behaviour of cells in the node–streak border^17,26^. 

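Cells of the PXM-like, primitive streak-like, NMP-like, preneural-like and neural-like classes, 11071 in all, were ordered by diffusion pseudotime from 15 diffusion components on the Harmony components, in place of Slingshot, which the methods name. The order was rooted in PXM-like cells and divided into 20 bins of equal cell number, with positions from 0 to 1. The median position was 0.205 for PXM-like, 0.539 for primitive streak-like, 0.674 for NMP-like, 0.832 for preneural-like and 0.949 for neural-like cells. Cells with a UMI of both SOX2 and TBXT, without thinning, were most frequent in bin 16, with 49 of 553 cells or 8.86%. CLDN1 peaked in bin 17, at 1220 ± 685 CPM (SD, n = 4), and NEFM in bin 16, at 46.0 ± 12.7. Bins 14 and 15 were made up of NMP-like cells above all and bins 16 to 18 of preneural-like cells. ADAMTS18 peaked in bin 11, at position 0.525, and CYP26A1 in bin 13.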

Constructing a gene expression trajectory between SOX1^+^ neural progenitors and MESP1^+^TBX6^+^ PXM identified a cell population of CLDN1^+^NEFM^+^ NMPs (Fig. 2c). Characteristic dynamics of WNT, FGF and retinoic acid signalling components were evident^17,35^. Along the trajectory to neural identity, WNT5A and FGF8 were downregulated, followed by WNT8A and SPRY2 downregulation, and then the upregulation of WNT4, RXRA and RARB retinoic acid receptors. 

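For each gene and library, the position at which its level along the trajectory crossed its half-maximum was taken on a running mean of 3 bins, after the highest bin for genes that fall and before it for genes that rise. FGF8 fell at 0.798 ± 0.00476 (SD, n = 4), WNT5A at 0.805 ± 0.0465, SPRY2 at 0.839 ± 0.00724 and WNT8A at 0.873 ± 0.0144. RARB rose at 0.857 ± 0.0219, RXRA at 0.876 ± 0.0121 and WNT4 at 0.888 ± 0.00727. The WNT5A position was 0.875 at 4S and between 0.78 and 0.785 in the other libraries, with a mean of 0.782 without 4S. In 10 pairs of a gene stated to change earlier and one stated to change later, the mean difference was in the stated order for 9, and for 5 of these it was so in 4 of 4 libraries. WNT8A fell after FGF8 by 0.0746 ± 0.0127 and SPRY2 after FGF8 by 0.0407 ± 0.00335, each with p = 0.13 in an exact two-sided sign-flip permutation test and 0.25 after Benjamini-Hochberg adjustment. This is the smallest p that 4 libraries allow, so no pair could pass the threshold. RXRA and WNT8A differed by 0.00274 ± 0.0231 with the stated order in 2 of 4 libraries (exact p = 0.875), and RARB and WNT8A by −0.0158 ± 0.0334, with the stated order also in 2 of 4 libraries (exact p = 0.5) and between −0.0254 and −0.00332 with a library left out. Without the 7S library the difference between RXRA and WNT8A was −0.00335, and without the 13S library −0.00417. The number of pairs in order moved most, to 4, with 10 bins. By the first principal component FGF8, WNT8A and SPRY2 did not fall to their half-maximum in any library, so that this order gave no value. SPRY2 was higher at 7S than in the other libraries in each bin except the last.

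**Figure D4:**
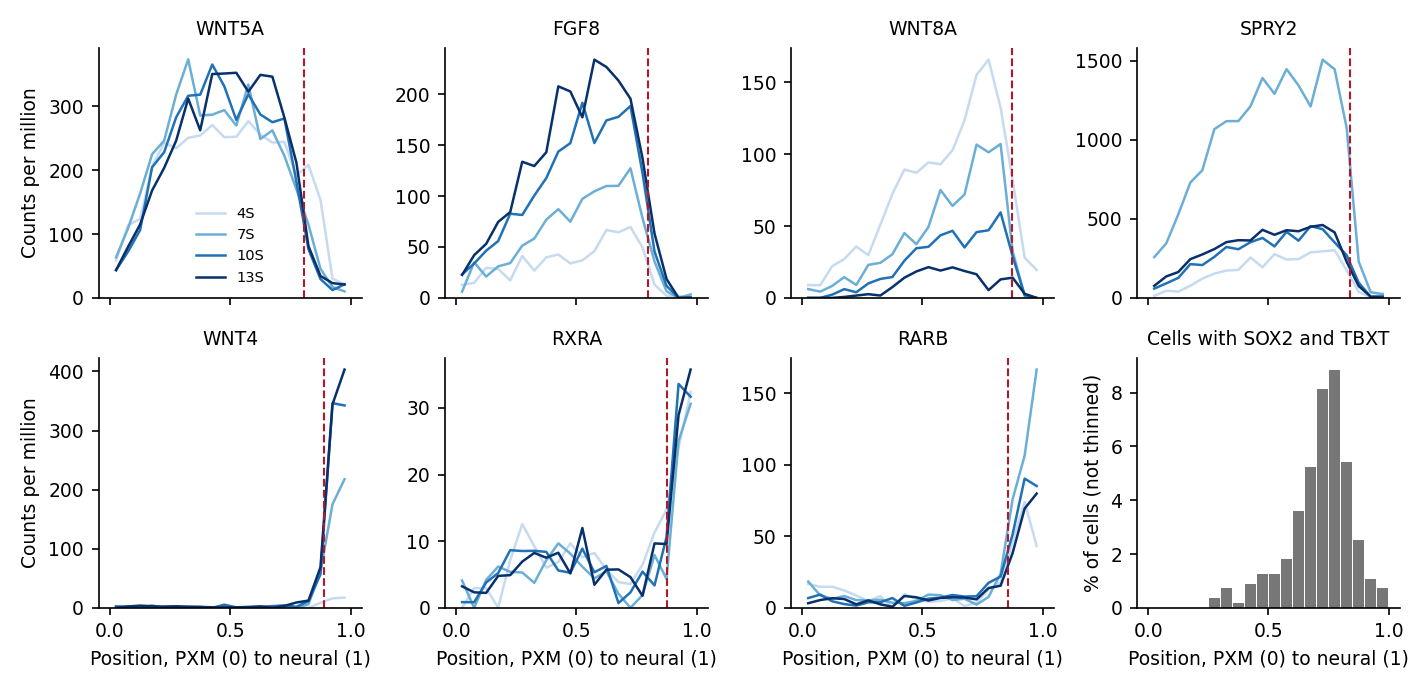
CPM of 7 genes along the order from PXM-like (0) to neural-like cells (1) in the 4 libraries, with the mean half-maximum position as a dashed line, and the percentage of cells with a UMI of both SOX2 and TBXT. FGF8 and WNT5A fall first and WNT4 rises last.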

An equivalent analysis of mouse data showed similar behaviour, despite differences in some specific gene orthologues (Supplementary Fig. 5a). 

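BAMBI had 115 ± 12.9 CPM (SD, n = 4) in NMP-like cells and 97.5 ± 31.2 in all other cells. The log2 difference was 0.33 (standard error 0.123, adjusted p = 0.0842 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold over all genes, although the adjusted p was 0.0204 when adjusted over the list alone. BAMBI was higher in NMP-like cells in 3 of 4 libraries and lower at 4S, with 113 against 141 CPM, and without 4S the log2 difference was 0.54 and was called. Against primitive streak-like and preneural-like cells only, it was 0.43 and was called. Over all classes BAMBI was highest in lateral plate mesoderm-like cells, at 205 ± 52.6 CPM. Along the trajectory from PXM-like to neural-like cells it peaked in bin 14, at 143 ± 26.4. NOG had 15.8 ± 8.03 CPM in primitive streak-like and 4.15 ± 1.41 in PXM-like cells, and along the trajectory it peaked in bin 11, at 18.4 ± 10.9. CHRD had 20.8 ± 12.2 CPM in PXM-like cells, between 6929 in notochord-like and 8.559 in lateral plate mesoderm-like cells. Along the trajectory CHRD was highest in bin 1, at position 0.025, with 46.9 ± 75.2, a mean below its own SD. The position of its peak in single libraries had a mean of 0.25 ± 0.194.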

Consistent with previous studies^36,37^, our analyses showed that NMPs expressed high levels of BAMBI (a pseudoreceptor inhibiting BMP and NODAL signalling^38^; mirrored in mouse by FST), and nascent PXM and notochord expressed NOG and CHRD (Fig. 2d and Supplementary Fig. 5b).

We considered cells in the median pit to be NotoPs. On the basis of single-cell expression, these are CHRD^+^SPRY2^+^ as well as FOXA2^+^CYP26A1^+^CLDN1^+^ but lack LEFTY1 expression, a NODAL inhibitor expressed only in mature notochord (Fig. 2d and Extended Data Fig. 1c). 

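CHRD and SPRY2 were detected together in 1.83% ± 0.961 (SD, n = 4) of cells on thinned counts against 2.10% ± 0.871 expected, and the observed share was above the expected one in 1 of 4 libraries. Within the notochord, 29.0% of NotoP-like cells held both (exact Clopper-Pearson interval 25.5 to 32.8) and 7.29% of mature notochord-like cells (4.73 to 10.7), against 0 of 1132 neural-like cells, which by the same interval allows up to 0.325%. SPRY2 had 270 ± 255 CPM in NotoP-like and 40.6 ± 36.6 in mature notochord-like cells, a log2 difference of 2.70 (standard error 0.256, adjusted p = 6.78e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in NotoP-like cells in 4 of 4 libraries, with 652 CPM at 7S, the library in which SPRY2 was high in every class compared. LEFTY1 had 68.0 ± 53.2 CPM in NotoP-like and 152 ± 129 in mature notochord-like cells, a log2 difference of −1.17 (standard error 0.308, adjusted p = 0.0177 in edgeR). It was lower in NotoP-like cells in 3 of 4 libraries, and at 13S it was higher, with 40.8 against 31.2. Without 4S the log2 difference was −0.42 and without 10S −1.24, and LEFTY1 was called in neither case. On thinned counts 11.7% of NotoP-like cells and 16.7% of mature notochord-like cells had a UMI of LEFTY1, against 0.137% of blood island-like cells. SHH, which named the mature cluster, had a UMI in 35.7% of NotoP-like and 80.9% of mature notochord-like cells. More mature cells may thus be among the NotoP-like cells with LEFTY1. All 6 genes of the list that could be tested were called in the stated direction, and all 6 adjusted over the list alone, a list that the study chose on these libraries. The paper considers the cells of the median pit to be NotoPs, and from single-cell expression it states that they carry CHRD, SPRY2, FOXA2, CYP26A1 and CLDN1 and lack LEFTY1.

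**Figure D5:**
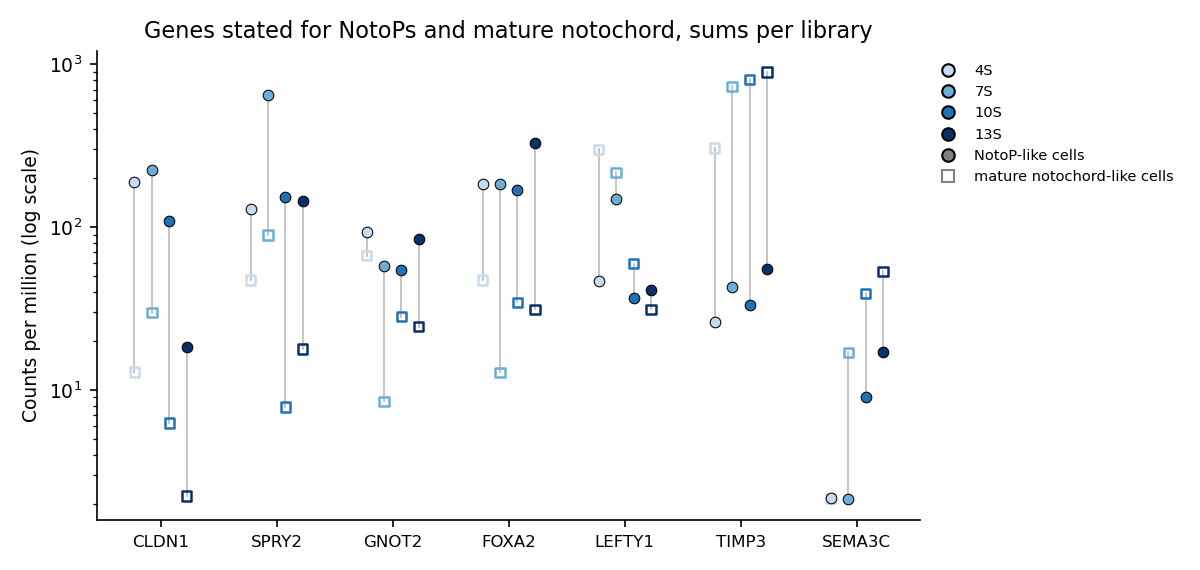
CPM (log scale) of 7 genes in NotoP-like (filled circles) and mature notochord-like cells (open squares), joined within each of the 4 libraries; values of 0 are not drawn. TIMP3 is lower in NotoP-like cells in each library and LEFTY1 in each except 13S.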

Using a custom imaging analysis pipeline (Methods and Supplementary Fig. 6), we clustered cells on the basis of hybridization chain reaction (HCR) signals and mapped these to the embryo (Fig. 2e). HCR for CHRD, LEFTY1, SPRY2 and FOXA2 (Fig. 2f,g and Supplementary Fig. 7a,b) showed a CHRD^+^SPRY2^+^ population of cells predominantly in the dorsal caudal region of the node (Fig. 2h,i). FOXA2 was expressed in the same region (Supplementary Fig. 7c). Additionally, the intersection of high levels of NOTO expression and high levels of CNTN2 expression identifies the same cell population around the node in our data and in long-term resident cells isolated at HH8 (ref. ^39^ and Supplementary Fig. 8).

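NOTO and CNTN2 were detected together in 0.37% ± 0.372 (SD, n = 4) of the cells of a library on thinned counts, or 77 cells, against 0.157% ± 0.157 expected from their single shares. The observed share was above the expected one in 4 of 4 libraries, but at 13S it rested on 2 cells, and with at least 2 UMIs of each gene it was above in 1 of 4 libraries. The cells made up 4.54% of NotoP-like, 2.45% of preneural-like, 0.386% of NMP-like and 0.304% of mature notochord-like cells. No blood island-like cell held both genes. CNTN2 was among the genes that named NotoP-like cells, so the higher share in this cluster is not a separate result.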

Together, these results indicate that there is a structured architecture in and around the node. The metalloprotease ADAMTS18 and CYP26A1 mark ingressing cells at the caudal primitive streak extending ventrally past the node. Dorsally, NEFM together with CYP26A1 and BAMBI marks epithelial neuromesodermal axial progenitors. Rostrally, a small CHRD^+^SPRY2^+^FOXA2^+^ domain demarcates the dorsal caudal median pit expressing BMP inhibitors, whereas in the preneural tube, dorsal CNTN2 abuts ventral NOTO before the first SOX1^+^ cells mark the future neural tube (Fig. 2j).

## An in vitro model of axial fate decisions

To test the function of specific signalling pathways in the specification of trunk progenitors, we established an in vitro model using human embryonic stem (ES) cells. Several in vitro protocols have been proposed to generate axial progenitors^40–43^. Most of these rely on WNT and FGF activation, and we used these as a starting point to generate human trunk progenitors.

We first used a 3-day monolayer protocol consisting of exposure to FGF2 and CHIR99021 (CHIR), a WNT agonist acting through GSK3β inhibition^44^. Reflecting our observations in the chick, we added BMP and NODAL inhibition. This resulted in a high frequency (89%, *n* = 6,997) of SOX2^+^TBXT^+^ cells (Supplementary Fig. 9a). We examined whether geometric confinement resulted in an ordered pattern of gene expression^10,45,46^. Applying the same treatment to both H9 and MasterShef4 human ES cells seeded on circular micropatterned laminin substrates resulted in a pronounced pattern at day 3: SOX2^hi^ cells were in the centre and TBXT^hi^ cells were at the edge of the colony (Fig. 3a, Extended Data Fig. 3a and Supplementary Video 1). We termed these posterior neuruloids.

**Fig. 3:**
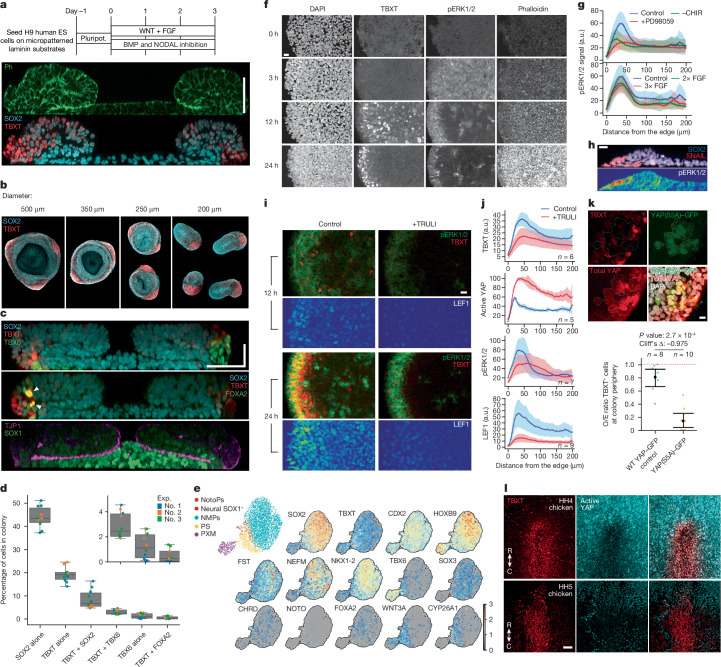
In vitro model of human trunk formation showing that coordinated FGF, WNT and YAP signalling induce TBXT. **a**, Top: posterior neuruloid protocol using human ES cell colonies grown on micropatterned laminin substrates. Pluripot., pluripotent. Bottom: optical section immunofluorescence stain of SOX2 (neural), TBXT (mesodermal) and phalloidin (Ph; F-actin). **b**, Size-dependant organization of TBXT^+^ tissue (red) for colony diameters between 200 and 500 μm. **c**, Medial optical sections of immunofluorescence showing the location of paraxial (TBX6^+^TBXT^+^) and axial (FOXA2^+^TBXT^+^) mesoderm, SOX2 and the SOX1 neural markers, and the tight-junction marker ZO-1 (TJP1). White arrowheads point to the rare TBXT^+^FOXA2^+^ cell population. **d**, Quantification of cells in each neuruloid colony showing cell type proportions obtained by immunofluorescence. *n* = 8,749 ± 1,521 average cells per colony over 3 distinct colonies and for 3 independent biological experiments (Exp.). Data are represented as box plots as in Fig. 2h. Corresponding data points are overlaid as dots. **e**, scRNA-seq characterization of posterior neuruloids. **f**, Immunofluorescence time course during the first 24 h of the posterior neuruloid. **g**, Quantification of radial pERK1/2 levels at 12 h post-induction (two experiments, each with three samples) without the WNT agonist (CHIR) and with varying concentrations of FGF and its inhibitor (PD98059). a.u., arbitrary units. **h**, Optical section of pERK1/2 at 48 h post-induction co-localizes with SNAIL and TBX6 at the edge of the colony. **i**,**j**, Treatment with YAP activator (TRULI) results in reduction of TBXT^+^ and LEF1^+^ cells at 12 h post-induction. **k**, Expression of a dominant active YAP mutant, YAP(S5A)–GFP, inhibits TBXT expression. Observed over expected (O/E; all colony) ratio of TBXT^+^ cells in wild-type versus YAP(S5A)–GFP. Point plot represents mean and s.d. **l**, Staining of TBXT and active YAP (unphosphorylated) in a chicken embryo at full primitive streak (HH4) and head process (HH5) stages. Images in **a**–**c**,**i**,**k** are representative of at least three independent experiments and images in **f**,**h** are representative of two independent experiments. Images in **l** are representative of two independent experiments with three embryos each. Radial profile plots in **g**,**j** show the mean signal over indicated *n* colonies across at least two independent experiments. Shaded areas represent the s.d. around the mean. Scale bars, 50 μm (**a**,**c**(horizontal),**l**), 30 μm (**c**(vertical)), 20 μm (**f**,**h**,**i**) and 10 μm (**k**).

Clumps of TBXT-expressing cells formed distinct structures at the periphery of neuruloids. The number of these aggregates scaled with the diameter of the micropattern: the smallest-diameter colonies (200 μm) typically contained a single TBXT aggregate, whereas the larger 500-μm-diameter colonies had 2–3 clusters (Fig. 3b and Supplementary Fig. 9b,c). Cells in the peripheral aggregates expressed the PXM marker TBX6. Consistent with previous observations^9,47,48^, our analyses showed that a few TBXT^hi^ cells co-stained with FOXA2, indicating the presence of a small number of node-like or notochord cells (Fig. 3c white arrowheads). The central SOX2^hi^ cells expressed the neural marker SOX1, and assaying TJP1 (ZO-1) indicated that they had acquired an organized apical–basal polarity (Fig. 3c and Extended Data Fig. 3b).

Time-lapse imaging indicated that colonies were highly dynamic with a stereotypical inward movement (about 4 μm h^−1^) driven by cells located in an intermediate ring between the edge and the colony’s centre (Supplementary Video 2). This caused the apical side to fold towards the centre (Fig. 3a–c), resulting in a doughnut-shaped structure at day 3.

Image segmentation indicated an average of 8,749 cells per colony (s.d. 1,521; 3 experiments, each with 3 colonies). The proportion of fates was consistent across different experiments with 40–50% of cells expressing SOX2 alone, 20% TBXT alone and 10% double-positive. Notochord TBXT^+^FOXA2^+^ progenitors and TBX6^+^TBXT^−^ cells were a minority (2%, Fig. 3d). Cells expressing high levels of TBXT and cells expressing high levels of SOX2 were located at the edge and centre of the colony, respectively, whereas cells expressing mid-levels of both factors were located on the top of the colony, in an intermediate ring position closer to the edge (Extended Data Fig. 3c).

Finally, to allow comparisons with the chick and other vertebrates, we performed single-cell RNA sequencing (scRNA-seq). This confirmed the caudal character of the colonies by expression of CDX2 and HOXB9 and presence of PXM and primitive streak-like populations expressing WNT3A, DKK1, MIXL1, TBX6 and FOXC2 (Fig. 3e and Extended Data Fig. 3d). A large fraction of cells expressed both *SOX2* and *TBXT* mRNA. As in the chick, this NMP cluster expressed NEFM (66% of cells in cluster, *n* = 1,739/2,623). CYP26A1 was also present but more restricted to primitive streak cells. The co-expression of NOTO, CHRD and FOXA2, in addition to SHH and TBXT, in a small group of cells confirmed the presence of notochord cells (Extended Data Fig. 3e). Together, the data indicate the presence of PXM, notochord and neural progenitors, cell populations present in the caudal embryo during neurulation stages, suggesting that posterior neuruloids offer a good model to investigate mechanisms of trunk tissue formation.

## YAP, pERK1 and pERK2 regulate WNT and TBXT

To dissect the relationship between signalling and the pattern of cell types in neuruloids, we examined the early stages of neuruloid development (Fig. 3f). Phosphorylated ERK1 and phosphorylated ERK2 (hereafter, pERK1/2) showed colony-wide activation as early as 3 h after addition of induction medium. By 12 h, pERK1/2 were restricted to a ring at the edge of the pattern that remained at 24 h. Only a few cells in the centre of the colony contained pERK1/2. This pattern was followed by TBXT expression. At 12 h, TBXT^+^ cells were found in a scattered fashion throughout the colony, but by 24 h, TBXT had become localized to colony edges (Supplementary Fig. 10a).

The pERK1/2 TBXT-expressing ring was approximately 2–3 cell diameters wide. Application of PD98059 (an inhibitor of MEK1 and MEK2) abolished the ring, indicating that both pERK1/2 and TBXT expression were dependent on FGF signalling (Fig. 3g and Supplementary Fig. 10b). Increasing FGF concentrations did not change the width of the pERK1/2 ring, despite a progressively larger TBX6^+^ domain at the periphery by day 3 (Extended Data Fig. 3f). In the absence of FGF, no TBX6^+^ cells were present at day 3, indicating that endogenous FGF signalling was insufficient to drive PXM formation. The pERK1/2 ring was also diminished in the absence of the WNT agonist, indicating synergy between WNT and FGF pathways (Fig. 3g and Supplementary Fig. 10b). By 48 h, pERK1/2 was still detected at the edge where the first TBX6^+^SNAIL^+^ cells were induced (Fig. 3h). These cells constitute a SNAIL^+^ population found underneath the initially flat epithelial layer of the micropattern to initiate the three-dimensional (3D), doughnut-like shape of the neuruloid, reminiscent of the behaviour of prospective mesodermal cells ingressing at the primitive streak.

We examined YAP signalling, as the pathway has been associated with modifying WNT signalling^49,50^, and with edge- and density-sensing cell–cell mechanics^51^. The role of YAP signalling during trunk formation remains unclear despite YAP-null mice exhibiting a truncated axis^52^ and YAP being implicated in controlling the segmentation clock^53^. In agreement with previous observations^54^, our analyses showed that cells at the periphery retain nuclear YAP, whereas internal cells progressively exclude YAP from the nucleus (Extended Data Fig. 4a). We perturbed YAP signalling using TRULI, which promotes nuclear YAP accumulation, probably through inhibition of LATS1 and LATS2 (ref. ^55^ and Extended Data Fig. 4b). TRULI treatment caused a shift of YAP to the nucleus and a substantial reduction in TBXT^+^ cells at 12 and 24 h (Fig. 3i), leading to the absence of axial and PXM derivatives at day 3 (Supplementary Fig. 11). By contrast, the ring of pERK1/2 at 24 h was relatively unaffected albeit lower levels were apparent (Fig. 3i,j and Extended Data Fig. 4c). Thus, the ring of pERK1/2 activity is not dependent on YAP, although YAP signalling can modulate pERK1/2 levels. By contrast, TBXT expression seems to be delayed by YAP activity. Moreover, the expression of YAP(S5A)–GFP (ref. ^56^), a version of YAP that cannot be phosphorylated by LATS1 and LATS2 and translocates to the nucleus, also resulted in the inhibition of TBXT expression compared to that of the wild-type control (Fig. 3k and Extended Data Fig. 4d–g). Consistent with these data, in control neuruloids YAP^hi^ nuclei had reduced TBXT levels at 12 h, 24 h and 48 h (Supplementary Fig. 12a). Conversely, TBXT^hi^ cells tended to have low nuclear YAP levels at 12 h.

TBXT is a target of WNT^57^. YAP activation has been linked to both promoting^58^ and suppressing^59^ WNT signalling. We assessed WNT signalling using LEF1 expression as a readout^60^. As early as 12 h, control neuruloids had mounted a WNT response that was higher at the edge of the colony with levels of LEF1 decreasing towards the centre (Fig. 3i,j). In TRULI-treated samples, expression of LEF1 was diminished or undetectable at 12 h, suggesting that nuclear YAP inhibits WNT signalling activity. At 24 h, LEF1 was observed in TRULI-treated colonies, but compared to the control, there were fewer positive cells and lower levels, suggesting that YAP activity delayed or weakened the WNT response. This suggests that YAP activation blocks rapid TBXT induction by inhibiting WNT signalling. To investigate whether the absence of YAP activity also correlated with TBXT expression in vivo, we assayed HH4 and HH5 chicken embryos for active YAP. Indeed, TBXT expression in cells of the primitive streak and early node is accompanied by downregulation of active, unphosphorylated YAP (Fig. 3l and Supplementary Fig. 12b). Together, these data suggest that persistent WNT and FGF signalling facilitated by loss of active YAP stabilizes TBXT expression, resulting in the upregulation of TBX6 and SNAI2.

## BMP and NODAL timing guides notochord fate

Next we turned our attention to the small number of notochord-like cells in neuruloids. Cross-species transcriptomic comparisons identified a population of TBXT^+^FOXA2^+^CDX2^+^ cells that expressed NOTO and CHRD together with FGF and WNT ligands (Extended Data Fig. 5 and Supplementary Fig. 3). The expression of several BMP and NODAL inhibitors in cell populations in and around the node (Fig. 2) prompted us to test the effect of altering the timing and duration of transforming growth factor-β (TGFβ) signalling (Fig. 4a).

**Fig. 4:**
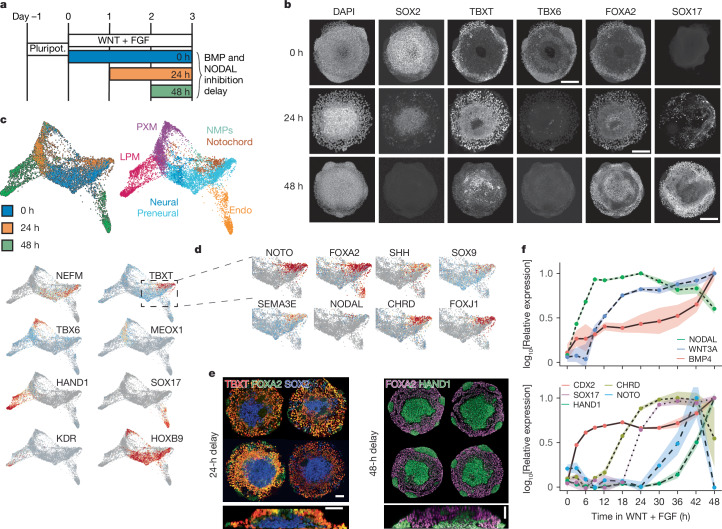
Timing of BMP and NODAL inhibition and the generation of notochord-like cells. **a**, Posterior neuruloid differentiation with modifications to the timing and duration of BMP and NODAL inhibition. The control condition with constant inhibition is depicted in blue (0 h); 24-h-delayed inhibition is depicted in orange; and inhibition starting 48 h after induction is depicted in green. **b**, Immunofluorescence for cell type markers (SOX2, TBXT, TBX6, FOXA2 and SOX17) for the different BMP and NODAL delay treatments at day 3. **c**, scRNA-seq characterization of the different inhibition treatments. Combined embedding of constant (blue), 24-h-delayed (orange) and 48-h-delayed (green) inhibition shows largely non-overlapping cell populations generated in the different treatments. Colouring reflects the timing of BMP and NODAL inhibition (that is, the different treatments; top left plot), the cell lineages generated (top right plot) and the expression of a few key genes of each population (bottom plots). **d**, Embedding detail showing the expression of notochord markers in TBXT^hi^ cells, mostly present in the 24-h-delay treatment (Extended Data Fig. 6). **e**, Reproducibility and spatial segregation of the different 24-h- and 48-h-inhibition-delay micropatterns. **f**, Time course of relative expression of morphogens and cell fate markers from quantitative PCR data collected every 3–6 h during the first 48 h of treatment with WNT agonist (CHIR) and FGF (no BMP and NODAL inhibitors present). Shaded areas represent the s.d. around the mean of three replicates. Images in **b**,**e** are representative of at least three independent experiments. Scale bars, 100 μm (**b**,**e**(left bottom)) and 50 μm (**e**(left top and right)).

Almost no SOX2^+^ or TBXT^+^ cells were produced in the absence of BMP and NODAL inhibition or by delaying inhibition until 48 -h after addition of WNT and FGF (Fig. 4b). Instead, a marked increase in endoderm cells, co-expressing SOX17 and FOXA2, was evident (Supplementary Fig. 13a). Moreover, scRNA-seq revealed the presence of cells expressing low levels of TBXT, CDX2, BMP4, KDR, HAND1, HAND2, GATA3, GATA4 and GATA6, which is consistent with blood progenitors of the lateral plate mesoderm (Fig. 4c and Supplementary Fig. 13b). Notably, the different populations were organized in a stereotypical fashion (Fig. 4b,e and Supplementary Video 3).

A 24-h delay to the addition of TGFβ inhibitors also resulted in a marked reduction of SOX2^+^TBXT^+^ cells. However, in this case many cells adopted a TBXT^+^FOXA2^+^ fate (from <2% in constant inhibition, see Fig. 3d, to 44 ± 8%; average 3D segmented nuclei per colony were 4,991 ± 907), suggesting a notochord identity (Extended Data Fig. 6a). These cells were located on colonies’ surface and periphery, whereas cells in the centre were SOX2^+^ (Fig. 4b and Supplementary Video 4). scRNA-seq data confirmed the cell types (Fig. 4c). The TBXT^+^FOXA2^+^ cells expressed NOTO, SHH, CHRD, SOX9, FOXJ1 and SEMA3E, similar to notochord in chick (Fig. 4d and Extended Data Fig. 6b). In addition, SOX2-expressing cells were apparent along with PXM, which expressed TBX6 and MEOX1. A classifier trained on chick and mouse cell clusters correctly placed the different neuruloid populations in our assigned cell fates (Supplementary Fig. 14a,b). Thus, transient TGFβ signalling results in the generation of notochord-like cells along with neural and PXM, whereas prolonged signalling generates endodermal and lateral plate mesoderm tissue.

The effects of delaying TGFβ signalling on colony formation prompted us to examine the dynamics of morphogen gene expression (Fig. 4f). The WNT plus FGF signalling regime rapidly induced NODAL during the first 9 h, before induction of WNT3A ligand itself (12–18 h). CHRD expression preceded SOX17 (24–30 h) by about 6 h and, although NOTO is upregulated at 42 h, it rapidly decreases as BMP4 and HAND1 are upregulated. These results not only argue for a limited window in which NODAL and BMP signalling specifies notochord fate but also highlight the need for ongoing TGFβ inhibition to maintain NMPs.

## A 3D trunk organoid model with notochord

We sought to adapt the signalling conditions defined on micropatterns to 3D culture. We exposed 3D aggregates of human ES cells to the 24-h-delayed TGFβ signalling inhibition regime (as in Fig. 4a orange) and then cultured these for 4 additional days in the presence of a retinoic acid precursor^12^ (Fig. 5a). This resulted in the elongation of the aggregates; 70–75% (MShef4, *n* = 53; H9, *n* = 36) had a prominent stripe of TBXT^+^ cells in their interior suggestive of a notochord (Fig. 5b and Extended Data Fig. 7). The outer cell layer was SOX2^+^TBXT^−^ and had a morphology similar to a neuroepithelium (Fig. 5c). Consistent with the presence of notochord-like structures, our analyses showed that TBXT^+^ cells expressed FOXA2 and were SOX2^−^. The presence of SOX2^+^FOXA2^+^ foci also indicated that ventral patterning of neural tissue could be occurring.

**Fig. 5:**
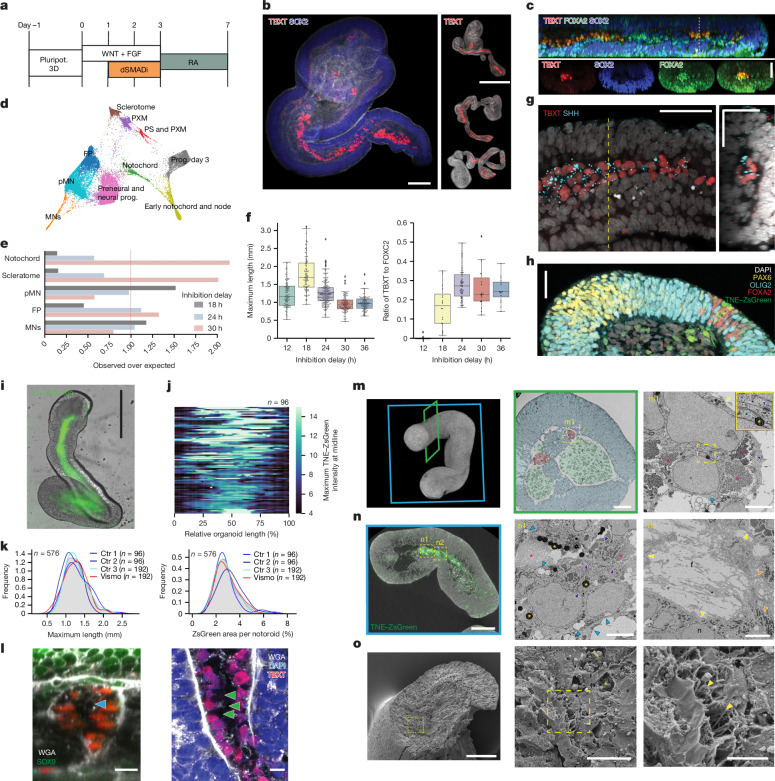
Generation of 3D trunk organoid model with notochord and ongoing ventral patterning. **a**, Notoroid protocol. RA, all-trans retinal. **b**, Elongated structures with TBXT^+^ cells surrounded by SOX2^+^ epithelial cells. **c**, Optical sections (at position of dashed line) highlighting TBXT and FOXA2 co-expression. **d**, Combined 2D embedding of notoroid single-cell data for different days (3, 5 and 7) and initial inhibition delays (18, 24 and 30 h post-induction). The plot highlights cell types present. prog., progenitors. MN, motor neurons. **e**, Proportion of cell types present in each inhibition delay condition normalized to total proportion across all conditions. **f**, Left: estimation (GastrUnet) of maximum notoroid length at day 7 per inhibition delay using bright-field images. Right: Ratio of notochord (TBXT) and somitic mesoderm (FOXC2) volume fraction for each trunk organoid generated with 12-, 18-, 24-, 30- and 36-h inhibition delay (*n* = 15, 20, 46, 19 and 16 samples, respectively, over 2 independent experiments) through quantification of immunofluorescence images. Data are shown as a box plot identical to Fig. 3d overlaid with a plot containing individual observations. **g**, Immunofluorescence staining showing SHH in TBXT^+^ notochordal cells. Dashed line indicates position of optical section in adjacent image. **h**, Notoroid cryosection showing ventral neural patterning associated with notochord: floor plate (FOXA2^+^) and motor neuron (OLIG2^+^) progenitors. **i**, Bright-field image of notoroid with TNE–ZsGreen reporter. **j**, Heat map showing the maximum TNE-ZsGreen signal along the standardized length of each notoroid (*n* = 96; see Extended Data Fig. 10c). **k**, Distributions of maximum length and area proportions of ZsGreen signal in control (Ctrl) and vismodegib (Vismo)-treated notoroids. **l**, Optical section of TBXT^+^SOX9^+^ notochordal cells showing extensive ECM deposition. Blue arrowhead marks putative lumen, and green arrowheads highlight enlarged cytoplasm. **m**, Left: 3D view of micro-computed tomography (micro-CT) of notoroid, showing representative transverse (green, **m**) and longitudinal (blue, **n**) orientations for EM imaging. Middle: SBF SEM image showing a transverse section of notoroid with neuroepithelium (blue), mesenchymal cells (green) and putative notochord (red). Right: representative SBF SEM image of notochordal cells. **n**, Left: micro-CT and TNE–ZsGreen overlay of longitudinal notoroid section. Middle: representative SBF SEM image of TNE–ZsGreen^+^ notochord cells. Right: representative SBF SEM image of ECM fibres (**f**) surrounding the notochord and mitochondria (orange arrowheads) in adjacent neural cells (n). Notochordal cells (in **m** and **n**) were closely packed, had abundant cytoplasmic glycogen (magenta asterisks), desmosomes (purple arrowhead in inset in **m**, and in **n** middle), lipid droplets (yellow asterisks), endolysosomal structures (blue arrowheads), vacuoles (cyan arrowheads) and covered by basal lamina (yellow arrowheads), rough ER (dark green arrowhead in inset in **m**) was also observed. **o**, SEM images of a freeze-fractured notoroid showing lipid droplets (yellow stars) and a sheath of ECM fibres (yellow arrowheads). Images in **b**,**c**,**h** are representative of three independent experiments across two human ES cell lines; images in **g**,**i**,**j**,**l** are representative of at least two independent experiments. Electron microscopy and micro-CT images in **m**–**o** are representative of at least three trunk organoids analysed. Scale bars, 0.5 mm (**b**(right)), 0.4 mm (**i**), 100 μm (**b**(left),**m**(left),**n**(left)), 50 μm (**c**,**g**(left),**h**,**m**(middle),**o**(left)), 30 μm (**g**(right)), 10 μm (**l**,**o**(middle)), 5 μm (**n**(middle),**n**(right)) and 3 μm (**m**(right),**o**(right)).

To assess the cell types present in these 3D structures, which we named notoroids, we performed scRNA-seq (Fig. 5d). These data revealed ventral neural and mesodermal cell populations (Extended Data Fig. 8), and classification using mouse and chick embryo data unbiasedly assigned cell identities (Supplementary Fig. 14). We confirmed the existence of a TBXT^+^ cluster of notochord cells co-expressing NOTO, CHRD, FOXA2 and SHH, as well as high levels of FOXJ1, SOX9, PIFO and COL1A2 (Supplementary Fig. 15). A few cells co-expressing GSC and OTX2 were found at day 3, suggesting the presence of an earlier organizer or node fate. At day 7, increasing TGFβ signalling inhibition delay resulted in fewer motor neuron progenitors and an enrichment of notochord and PXM (Fig. 5e).

We validated these findings by image analyses of trunk organoids with inhibition delays ranging from 12 to 36 h (Fig. 5f and Supplementary Fig. 16a,b). The elongation was highest for the 18 h delay and sharply decreased for a 30-h delay resulting in spherical aggregates of high mesodermal content (Supplementary Fig. 16c–e). The amount of mesoderm increased with the amount of time in CHIR + FGF unopposed by TGFβ signalling inhibitors. The highest ratio of axial to PXM tissue at day 7 was obtained with a 24-h delay (Fig. 5f and Supplementary Fig. 16d).

In the single-cell data and in the TBXT^+^ streaks, we detected SHH expression, indicating that patterning of neural and mesodermal tissue could be occurring (Fig. 5g and Supplementary Video 5). Single-cell data revealed a TBX6^+^FOXC2^+^ mesodermal population at day 3 that progressively downregulated TBX6 and upregulated NKX3-1 (ref. ^61^), NKX3-2 (ref. ^61^) and PAX1 (ref. ^62^) at days 5 and 7, consistent with a sclerotome fate (Extended Data Fig. 8b,c). The neural population showed patterning characteristic of the ventral neural tube. We found p1, p2, motor neuron, p3 and floor plate progenitors^63^ (Fig. 5h, Extended Data Fig. 8b and Supplementary Fig. 17a). These were sensitive to an inhibitor of the hedgehog signalling pathway (Extended Data Fig. 9a). Gene expression of the more ventral cell types was associated with the presence of nearby notochord-like cells: notochord and floor plate cells were significantly closer than notochord cells were to PAX6^+^ dorsal neural cells (*n* = 663 notochord cells, 66 µm versus 164 µm; Extended Data Fig. 9b–f).

To validate the notochord cell identity in notoroids, we generated a reporter cell line with a *cis*-regulatory region containing a TBXT notochord enhancer (TNE)^64^. This showed robust expression inside the trunk organoid along the midline (Fig. 5i and Supplementary Fig. 18a,b), overlapping with expression of TBXT, NOTO and CHRD (Extended Data Fig. 10a and Supplementary Video 6). Most notoroids had a strong, uninterrupted signal for an average of 37.1 ± 19.9% of their length (*n* = 192; 37 ± 5% in volumetric 3D data *n* = 4; Supplementary Video 7), mostly occurring in the middle of their long axis (Fig. 5j and Extended Data Fig. 10b,c). We estimated the average maximum length to be 1.26 mm at day 7 (*n* = 576; 2.33 ± 0.133 mm in 3D data, *n* = 4), with the longest structure being 2.5 mm. Conservative segmentation of the brightest TNE reporter signal showed a positive area for all structures, occupying an average of 3% per trunk organoid that was anti-correlated with total trunk organoid area (*R* = −0.32, *P* value = 6.4 × 10^−15^; Fig. 5k and Supplementary Fig. 18c–e). Vismodegib treatment did not significantly affect elongation or notochord induction, consistent with the continued presence of notochord in *Shh*-null mice^65^.

Finally, we assessed the ultrastructure of the notochord in notoroids. TBXT^+^SOX9^+^ notochord cells exhibited a noticeable deposition of extracellular matrix (ECM) surrounding them, suggestive of a notochordal sheath (Fig. 5l and Supplementary Fig. 19). Some structures exhibited a lumen, which could indicate the presence of a canal as previously seen in Carnegie stage 8 human embryos^66^ (Fig. 5l, blue arrowhead). Furthermore, these cells were morphologically distinct and much larger (Fig. 5l, green arrows) than the tightly packed adjacent neuroepithelium; they were also associated with LAMP1^+^ vesicles (Supplementary Videos 8 and 9). Serial block-face scanning electron microscopy (SBF SEM) revealed the expected neuroepithelium surrounding mesenchymal cells and a cluster of cells compatible with known notochord morphology (Fig. 5m and Extended Data Fig. 11). Consistent with a notochord fate, these cells had abundant cytoplasmic glycogen (high and low density), lipid droplets and different-sized vacuoles^67–69^. They were covered by a basal lamina and surrounded by a sheath of ECM fibres (Supplementary Videos 10 and 11). The cells were connected by the presence of multiple desmosomes (Supplementary Video 12), as previously seen in the notochord of human embryos^67^. Dilated ER and endolysosomal structures were frequent. In some cells, intermediate filaments, cilia (Supplementary Video 13) and rough endoplasmic reticulum were observed. Correlative light and electron microscopy indicated that TNE–ZsGreen^+^ marked cells had the expected morphology (Fig. 5n, Extended Data Figs. 12–14 and Supplementary Figs. 20 and 21). Freeze-fracture SEM further highlighted the sheath of ECM fibres around the notochord structure (Fig. 5o and Supplementary Fig. 22).

## Discussion

In this study, we identify and locate the main progenitor populations orchestrating vertebrate trunk formation. Guided by this in vivo map, we developed new in vitro platforms to study axial progenitors and trunk tissue formation. These complement existing models of gastrulation using BMP4 (ref. ^45^) or ‘embryo models’ of the whole embryo^70^, and expand primitive streak models that use WNT3A ligands^71–73^.

We showed that despite generalized WNT activation, LEF1 and TBXT induction was restricted to the edge of micropatterns. This required persistent MAP kinase pathway activity and was facilitated by YAP inactivation, which seems to enhance WNT signalling. Consistent with this, TBXT expression is increased in *YAP1*-knockout human gastruloids induced by BMP4 stimulation^74^, and mouse ES cells with *MST1* and *MST2* knocked out show impaired mesoderm formation and overall resistance to differentiation^75,76^.

In line with the node protecting prospective somite and neural territory from surrounding BMP signalling activity^36,77^, our analyses showed that BMP and NODAL inhibition was critical to generate and maintain trunk progenitors and posterior identity. We demonstrate that unchecked WNT and FGF signalling promotes endoderm and lateral mesoderm differentiation through sequential production of endogenous NODAL and BMP. In part, this explains why 3D gastruloid protocols that use CHIR and FGF contain substantial amounts of endoderm^3,4^. We exploit the signalling cascade to expand current 3D models of early human development with a preparation that results in the robust production of notochord cells surrounded by somitic and neural tissue. Previously, notochord cells were lacking from in vitro-derived structures, and notochord has proved difficult to generate by directed differentiation^78,79^. As a defining feature of the chordates, the notochord is responsible for patterning trunk tissues, and consistent with this, our analyses showed that the neural tissue adjacent to in vitro-generated notochordal cells had the molecular characteristics of floor plate and ventral neural progenitors. Together, the data offer new insight into the mechanisms organizing the vertebrate body plan and provide a foundation for future synthetic tissue design.

## Methods

### Single-cell chick transcriptomics

Experiments with fertilized hens’ eggs followed relevant guidelines and regulations and do not fall under the requirements of the Animals (Scientific Procedures) Act 1986 UK. The eggs, obtained from Henry Stewart & Co., were incubated for 29 to 45 h at 38 °C with about 40% humidity to yield a minimum of 4 embryos with specific somite numbers: 4, 7, 10 and 13 somites. All embryos were dissected to retain tissue caudal to the third somite (inclusive). A single-cell suspension was obtained by incubating the dissected embryos at 37 °C in a dissociation solution consisting of Accutase (Stemcell Technologies) with 3 U mg^−1^ papain (Sigma-Aldrich, 10108014001) and 1 mg ml^−1^ of collagenase 4 (Gibco, 17104019) for 20 min. Half-way through incubation and at the end, the embryos were mechanically dissociated with a P1000 pipette. After dissociation, 200 μl of resuspension buffer (DMEM/F12 with 1% BSA) was added. The cell suspension was then spun for 4 min at 0.6*g*, resuspended in 250 µl of resuspension buffer and filtered through a 40 µm Flowmi cell strainer (136800040) and twice through a pre-wet 20-µm pluriSelect strainer (43-10020-60). The yield and cell viability for the 4S, 7S, 10S and 13S samples were 640, 500, 1,300 and 1,600 cells µl^−1^ with a viability of 88%, 93%, 92% and 95%, respectively. A single-cell suspension was loaded independently for each sample onto the channels of a Chromium Chip G for use in the 10x Chromium Controller (PN-1000120) with the goal of obtaining 10,000 cells. The cells were partitioned into nanolitre-scale gel beads in emulsions and lysed using the 10x Genomics Single Cell 3′ Chip V3.1 GEM, Library and Gel Bead Kit (PN-1000121). cDNA synthesis and library construction were performed as per the manufacturer’s protocol for the Chromium Single-Cell 3′ mRNA V3.1 protocol. cDNA amplification involved 12 PCR cycles. Libraries for the samples were multiplexed so that the number of reads matched one lane per sample and were sequenced on an Illumina HiSeq4000 using 100-base-pair paired-end runs.

### Chick scRNA-seq analysis

Reads were aligned to the *Gallus gallus* GRCg6a.101 reference genome using CellRanger (v4.0.0, 10X Genomics) and a custom-made reference 10X package including a gtf file with the protein coding, pseudogene and lncRNA gene biotypes. Read counts were computed using DropEst^80^ (v0.8.6) with the parameters -f -V -w -L eiEIBA. The remaining analyses were performed using Scanpy^81^ (v1.7.0) unless otherwise indicated. 

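The matrix held 27391 cells. The lowest total of a cell was 2526 UMIs at 4S, 1002 at 7S, 2502 at 10S and 2501 at 13S. At 7S, 2012 of 7921 cells, or 25.4%, had fewer than 2500 UMIs and were left out, which kept 5909. No cell of the 4S, 10S and 13S libraries was removed, and these held 4025, 8669 and 6776 cells. The highest share of mitochondrial UMIs was 5.99% at 4S, 6.47% at 7S, 6.99% at 10S and 7.5% at 13S. The cells analysed had a median of 8849 UMIs at 4S, 3758 at 7S, 7182 at 10S and 7431.5 at 13S. They had 2510, 1532, 2189 and 2207 genes per cell.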

Data for the different chick stages were independently filtered for high percentages of mitochondrial unique molecular identifiers (6–7.5%) and low total counts (2,500). Potential doublet cells were filtered out using Scrublet^82^ with thresholds between 0.2 and 0.3. Counts were normalized to a target sum of 10,000 excluding 1% of highly expressed genes. ‘Highly variable genes’ were called using Scanpy’s function with default parameters. Data of different stages were integrated using harmonypy, a python port of the harmony^83^ R package. Clustering of cells was performed unbiasedly using the Leiden algorithm with a high-resolution parameter of 3.5, as this distinguished neural crest cells as a separate cluster. Cell clusters with similar marker genes were merged for simplicity; for example, the notochord cluster is composed of subclusters 38, 30 and 35 (Supplementary Fig. 1a), but subclusters 30 and 35 were merged as mature notochord as they both express SHH and LEFTY1. Principal component analysis and uniform manifold approximation and projection (UMAP) embedding were run with default parameters, with a neighbourhood graph computed for 10 neighbours and 40 principal components. Pseudotime inference was performed in R using Slingshot^84^ for the clusters between PXM and neural.

### Chick and notoroid RNA fluorescence in situ hybridization

Third-generation in situ HCR DNA probe sets for the chicken mRNA *NOTO*, *FOXA2*, *SPRY2*, *CHRD*, *LEFTY1*, *TBX6*, *CNTN2*, *ADAMTS18*, *NEFM* and *CYP26A1* together with HCR amplifiers, HCR probe hybridization buffer and HCR probe wash buffer were ordered from Molecular Instruments^85^. For human ES cell-based notoroids, probes to CHRD and NOTO were ordered. Chicken embryos with seven somites were dissected to preserve caudal tissue, and multiplex in situ hybridizations were performed according to the manufacturer’s protocol (Molecular Instruments HCR v3.0rev7 protocol for whole-mount chicken embryos). The same protocol was followed for notoroids. Embryos were mounted in ProLong SlowFade Mountant (Invitrogen, S36917) and imaged on a Leica SP8 confocal microscope.

### Nucleus segmentation pipeline

To segment 3D nuclei in whole-mount HCR chick embryo confocal stacks and posterior neuruloid micropatterned colonies, we developed a bespoke pipeline using Detectron2 (ref. ^86^), a pytorch-based computer vision library. To train the model, we manually segmented 13 cropped images of micropatterned neuruloids with a total of 928 nuclei instances. With these images, we used transfer learning from an ImageNet pre-trained cascade R-CNN architecture^87^ to obtain an average precision at 0.5:0.95 of 55% and an average precision at 0.5 of 86% on the validation set. The resulting 2D segmentation forms the basis for 3D consolidation. To merge nuclei detected in each *z*-plane of the confocal stack, we use a supervised strategy. First, we construct a graph linking nuclear masks across *z*-planes if they share a minimum area overlap of 30%. This results in a collection of connected components (subgraphs in which nodes are nuclei linked across *z*-planes) that are further refined using two manually defined thresholds, one with the typical number of *z*-planes for a single nucleus and another with a hard, upper limit of this value. Given a particular subgraph with a number of nodes greater than the defined thresholds, we sequentially prune edges in the following order: first for edges with Jaccard distance greater than 0.7, then the edge with highest Jaccard distance for nodes sharing the same *z*, then for the next edge with the highest distance, and finally, if the subgraph is still larger than the hard limit and no distance is above 0.2, a random edge is taken. Each individual subgraph constitutes a single-nucleus model. All nuclei are taken to generate a 3D mask that is used to calculate nuclear features such as average channel intensity. Cell-based features were analysed independently of their 3D coordinates for clusters and specific cell populations. These were subsequently visualized by mapping the clusters’ identities back to the embryo coordinate space. For the HCR analyses in Fig. 2, the levels of each marker gene were classified in three categories: not expressed, low and high expression level.

### Human ES cell culture

H9 (WiCell) and MasterShef4 (UKSCB) human ES cells were routinely cultured in StemFlex medium (Thermo Fisher Scientific, A3349401) on 0.5 mg cm^−2^ laminin-coated plates (Thermo Fisher Scientific A29249). Cells were passaged using ReLeSR according to the manufacturer’s instructions (StemCell Technologies, 05872). Cells were tested for *Mycoplasma* spp. at 3-month intervals.

All human ES cell experiments were performed at the Francis Crick Institute and followed the Guidelines for Stem Cell Research and Clinical Translation published by the International Society for Stem Cell Research and the UK Code of Practice for the Use of Human Stem Cell Lines. Our culture system models a specific stage of development and complies with section 2.2.1A of the International Society for Stem Cell Research Guidelines. The WiCell line H9 was used under agreement 17-W0054 ‘Developmental dynamics of tissue formation’. The work was approved by the Steering Committee for the UK Stem Cell Bank and for the Use of Stem Cell Lines (ref. SCSC20-13).

### Generation of micropatterned posterior neuruloids

Coverslips with micropatterned laminin were generated using an adapted protocol described previously^88^. In brief, isopronanol-cleaned 18-mm coverslips were UVO-cleaned for 10 min before incubation with PLL-g-PEG(5) for 1 h in the dark. Coverslips were rinsed three times in deionized water before placing them on a custom-made chrome mask previously activated by UVO-cleaning (2 min). Close contact between the mask and coverslip was ensured by pressing firmly with a pipette tip. The reverse, silver side of the mask was exposed to ultraviolet for 8 min, after which coverslips were placed in 70% ethanol for 15 min. The patterned coverslips were allowed to dry and used within 4 weeks.

To seed cells, coverslips were first incubated for 3 h at 37 °C with rh-Laminin-521 (Thermo Fisher Scientific, A29248) diluted 1:10 in PBS+/+ (PBS with calcium and magnesium; Thermo Fisher Scientific, 14040-091) and thoroughly washed with PBS+/+ as detailed previously^46^. Cells were then dissociated by washing with PBS (PBS without calcium and magensium) once, followed by incubation with Accutase for 5 min at 37 °C. Mechanically dissociated cells in Accutase were diluted with a 4× volume of StemFlex with 10 μM Y-27632 (ROCK inhibitor, Tocris, 1254) and manually counted with trypan blue. Concentration of the single-cell suspension was adjusted to 670,000 cells ml^−1^ with StemFlex with 10 μM Y-27632. Cells were seeded by adding 3 ml of the single-cell suspension to the coated coverslip in a 6-well plate well. After 3 h, the wells with coverslips were washed once with PBS and the medium was replaced with fresh StemFlex for overnight incubation. The following day (18 h after), the colonies were induced by first washing with PBS and then adding 2.5 ml of 3 N induction medium^46,89^ with CHIR (3 μM), FGF2 (5 ng ml^−1^), SB431542 (10 μM) and LDN193189 (0.1 μM, Selleck Chemicals). The medium was replaced the next day. The coverslips were fixed at day 3 (80 h) in 4% fresh PFA for 30 min at room temperature, washed twice in PBS and stored at 4 °C until further analysis. The YAP(S5A)–GFP (ref. ^56^) was generated with Addgene plasmid 174170 and using the lentivirus protocol described below.

### Single-cell transcriptomics of posterior neuruloids

Coverslips with micropatterned neuruloids and the two protocol variations of 24-h and 48-h delay in the TGFβ family NODAL and BMP inhibitors (SB431542 and LDN193189) were dissociated by first washing with PBS and then incubating with Accutase for 10 min at 37 °C following mechanical dissociation. Accutase suspension was then diluted in a 4× volume with resuspension buffer, washed and strained as described above for chicken transcriptomics. The yield was 1,110, 950 and 1,170 cells μl^−1^, respectively, with a viability >95%. The samples were separately loaded for capture with the Chromium System using the Single Cell 3′ v3.1 reagents (10X Genomics). Reads were aligned to the *Homo sapiens* GRCh38-3.0.0 reference genome using CellRanger (v4.0.0, 10X Genomics), and the analyses were performed using Scanpy^81^ (v1.7.0). Cells were filtered for a minimum of 200 genes, mitochondrial unique molecular identifiers between 1 and 20%, and total counts between 10,000 and 50,000, and doublet cells were filtered using Scrublet^82^ with a threshold of 0.2. Counts were normalized to a target sum of 10,000 excluding highly expressed genes (3%). ‘Highly variable genes’ were called using Scanpy’s function with default parameters. Data of different conditions were integrated using harmonypy. Principal component analysis and UMAP were run with default parameters, with a neighbourhood graph computed for 15 neighbours and 30 principal components. A 2D embedding using force-directed graph drawing was computed by taking the UMAP coordinates as the initial position.

### Quantitative PCR analysis of micropatterns

Plates with the micropatterned coverslips were washed with PBS, and the cell colonies were lysed in RLT buffer (QIAGEN 1015762). RNA extraction was performed using the RNeasy mini kit (QIAGEN 74106) according to the manufacturer’s instructions. cDNA synthesis was performed using Superscript III (ThermoFisher 18080051) from 1 μg RNA using random hexamers and the cDNA was amplified using PowerUp SYBR green (Applied Biosystems A25918). Quantitative PCR with reverse transcription was performed using the QuantStudio 12K Flex Real-Time PCR system (ThermoFisher) and the SYBR Green PCR assay (ThermoFisher A25742). Expression values for each gene were normalized against *ATPF1*, using the ΔΔ*C*_t_ method implemented in the ‘pcr’ R package. Relative expression across the time course was computed by normalizing log_10_[expression + pseudo-count] to the maximum value. Primer sequences are given in Supplementary Table 2.

### 3D cultures

To generate 3D cultures, we first started a pre-culture of human ES cells by seeding 200,000 cells onto a 6-cm Petri dish with StemFlex medium with 10 μM Y-27632 (ROCK inhibitor) for 2 days. Cells were then dissociated using 0.5 ml of Accutase for 4 min at 37 °C and added to 4 ml of StemFlex with Y-27632 for manual counting with trypan blue. A total of 1,000 cells were seeded on each 96-well plate well with 80 μl of StemFlex with Y-27632, and the plate was spun for 3 min at 140*g*. The cells were then allowed to aggregate for 5–6 h before slowly adding 150 μl of StemFlex medium per well. Cell aggregates were induced 15–16 h after (next day) by washing twice with PBS and replacing twice the medium present with 150 μl of 3 N medium used in the posterior neuruloid protocol, with 3 μM CHIR and 5 ng μl^−1^ FGF2. After 24 h, the medium was replaced with 3 N medium with LDN193189 and SB431542 added, for 2 days. At day 3, the medium was replaced with 3 N medium supplemented with 40 nM all-*trans* retinal (Sigma, CAS 116-31-4) for 4 days. At the day 7 end-point, cultures were fixed in fresh 4% PFA for 2 h at room temperature and thoroughly washed with PBS before further analysis. Vismodegib (GDC-0449; APExBIO) was used at 5 μM.

### Analyses of 3D cultures

Shape analysis of 3D cultures was performed from phase-contrast microscope images segmented using a custom-made neural network pipeline using the deep learning library fast.ai (v2.7.10) - GastrUnet. In brief, 25 phase images were manually segmented, augmented using the albumentations package, and used to train a dynamic U-Net with resnet34 architecture that includes self-attention layers and Mish activation function. The accuracy of this semantic segmentation task was 0.96. GastrUnet was subsequently used to analyse fluorescence images including TBXT and FOXC2 stains as well as the TNE–ZsGreen reporter line. Light-sheet microscopy data were acquired with a Bruker MuVi SPIM microscope, and volumetric 3D measurements were performed using Imaris v9.5.1 and Fiji v2.14.

### Immunostaining

Micropatterned cells and 3D colonies were blocked and permeabilized for 1 h at room temperature in PBS with 1% Triton-X, 10% dimethylsulfoxide, 10% SDS and 4% normal donkey serum (D9663-10ml Sigma). They were then rinsed for 1 min in PBS before overnight incubation with primary antibodies at 4 °C. After incubation, samples were washed three times for 5 min in PBS and incubated overnight with secondary antibodies conjugated with Alexa Fluor 488, 555, 594 and 647 (1:1,000 dilution) and 10 ng ml^−1^ of DAPI (ThermoFisher Scientific). Finally, samples were washed for 10 min in PBS before mounting with ProLong Glass Antifade Mountant (Invitrogen, P36980). Images were acquired using Zeiss LSM880 Zen or Leica SP8 software. Antibodies used are listed in Supplementary Table 3.

### Single-cell transcriptomics of notoroids and cross-species comparisons

A total of 16 (day 7) to 32 (day 3) trunk organoids were dissociated by first washing with PBS and then incubating with Accutase for 10 min at 37 °C following mechanical dissociation and another incubation at 37 °C (5 min of day 3, 10 min of day 7). Accutase suspension was then diluted in a 4× volume with resuspension buffer, washed and strained as described above for chicken transcriptomics. The single-cell suspensions obtained were diluted to 1,300 cells μl and had a viability >95%. Analyses were performed as described above for neuruloids.

To classify cell types across species, a random forest classifier with 5,000 trees was trained on chick and mouse cell clusters with 25% data held for testing. The classifier used 166 genes representing the intersection of highly variable genes across species. Orthologous genes were found using ensmbl database, these were further refined manually by matching external gene names. Non-unique translations across species were removed except for the entries for which gene names matched. In the classifier, all genes were translated to human.

### TNE reporter line

To establish a reporter of TNE *cis*-regulatory region activity, we cloned TNE^64^ upstream of the *Shh* minimal promoter^90^ and a ZsGreen fluorophore into a lentivirus backbone harbouring a puromycin resistance gene. We stably integrated this into human ES cells at a multiplicity of infection of <1 and isolated clones. To generate lentivirus, HEK293T were plated at 1.5 M per 6-cm plate. The next day, the medium was changed (3.5 ml). A mixture of third-generation packaging plasmids (0.24 μg of CMV-Rev, 0.46 μg pMDLg and 0.34 μg VSV-G) and 2.28 μg of the transfer plasmid was vortexed with 11.9 μl XtremeGene-HP (Roche) and 360 μl Optimem (GIBCO). This was added dropwise on top of the cells. The medium was changed 16 h later to StemFlex and collected 30 h later. The medium was filtered through a 0.45-μm filter, aliquoted and frozen at −80 °C. Aliquots were thawed and used at 200 μl ml^−1^ StemFlex with Y-27632. Puromycin selection (5 ng ml^−1^) was started 2 days later. A titration curve was used to identify the volume of virus that yielded less than 30% of surviving colonies with respect to an uninfected, unselected control.

### Micro-CT and SBF SEM

For SBF SEM, samples were fixed by adding 8% (v/v) formaldehyde (Taab Laboratory Equipment) in 0.2 M phosphate buffer (PB) pH 7.4 to the cell culture medium (1:1) for 60 min at room temperature for Fig. 5m and Extended Data Fig. 11 or overnight at 4 °C for Fig. 5n and Extended Data Figs. 12–14. For correlative light and electron microscopy work, TNE–ZsGreen samples were then washed and imaged in 0.1 M PB using a Leica SP8. Samples were then processed using a Pelco BioWave Pro+ microwave (Ted Pella) and following a protocol adapted from the National Centre for Microscopy and Imaging Research protocol^91^. Each step was performed in the Biowave, except for the PB and water wash steps, which consisted of two washes on the bench followed by two washes in the Biowave without vacuum at 250 W for 40 s. All of the chemical incubations were performed in the Biowave for 14 min under vacuum in 2 min steps alternating with/without 100 W power. The SteadyTemp plate was set to 21 °C unless otherwise stated. In brief, the samples were fixed again in 2.5% glutaraldehyde (TAAB)/4% formaldehyde in 0.1 M PB. They were then stained with 2% osmium tetroxide (TAAB)/1.5% potassium ferricyanide (Sigma), incubated in 1% thiocarbohydrazide (Sigma) with the SteadyTemp plate set to 40 °C, and further stained with 2% osmium tetroxide in double-distilled H_2_O. The samples were then incubated in 1% aqueous uranyl acetate (Agar Scientific) with the SteadyTemp plate set to 40 °C, and washed in distilled H_2_O with the SteadyTemp set to 40 °C. Samples were then stained with Walton’s lead aspartate with the SteadyTemp set to 50 °C, and dehydrated in a graded ethanol series (20%, 50%, 70%, 90% and 100%, twice each), followed by three dry acetone washes at 250 W for 40 s without vacuum. Exchange into Durcupan ACM resin (Sigma) was performed in 25%, 50% and 75% resin in acetone, followed by 4 pure Durcupan steps, at 250 W for 3 min, with vacuum cycling (on/off at 30-s intervals), before embedding at 60 °C for 48 h.

The resin blocks were then trimmed and mounted for micro-CT on SBF SEM specimen holders using conductive epoxy resin (Circuitworks CW2400). Tomographic imaging was conducted in an Xradia Versa 510 (Carl Zeiss). Low- and high-resolution scans were captured at 60 kV and 5 W, with 4× and 20× objectives and pixel size of 2 µm and 0.5 µm, respectively. The tomograms were reconstructed using the Reconstructor program (Carl Zeiss) and exported as tiff files. The regions of interest were identified in each block using the Crosshair plugin in Fiji^92^.

Before the SBF SEM imaging runs, the samples were coated with a 2-nm layer of platinum to further enhance conductivity. SBF SEM data were collected using a 3View2XP (Gatan) attached to a Sigma VP SEM (Carl Zeiss) instrument. The SEM instrument was operated in high vacuum with focal charge compensation on and set to 50–70% with a 20 µm or 30 µm aperture for Fig. 5m and Fig. 5n, respectively, at an accelerating voltage of 1.8 kV. Inverted backscattered electron images were acquired with a 2 µs dwell time for each 50-nm slice and consisted of a low-resolution overview image (pixel size of 40–80 nm) and several high-resolution images of the different regions of interest (pixel size of 8.3–9 nm). A minimum of 50 consecutive slices were acquired for each ROI to get enough 3D information. All of the images were converted to tiff format in Digital Micrograph (Gatan), and the resulting tiff stacks were aligned and montaged using TrakEM2 plugin in Fiji^93^.

For micro-CT–ZsGreen and low-resolution SBF SEM–ZsGreen 3D registrations, image stacks from confocal microscopy and micro-CT were manually aligned to each other using the BigWarp plugin in Fiji^94^. An affine transformation was applied to the confocal data, which was then merged with the micro-CT data to produce the overlay shown in Fig. 5n and Extended Data Figs. 13a,h and 14a. This micro-CT–ZsGreen composite was then registered to the low-resolution SBF SEM stack, using an affine transformation. The transformed ZsGreen channel was then merged to the SBF SEM stack to create the overlay shown in Extended Data Figs. 13b,i and 14b.

### Freeze-fracture SEM

Samples were fixed by adding 8% (v/v) formaldehyde in 0.2 M PB pH 7.4 to the cell culture medium (1:1) for 60 min at room temperature. The samples were then fixed in 4% formaldehyde/2.5% glutaraldehyde in 0.1 M PB pH 7.4 for 1 h at room temperature. The samples were then washed three times for 5 min in 0.1 M PB and cryoprotected in 25% sucrose, 10% glycerol in 0.05 M PB overnight. They were then fast-frozen on filter paper and fractured in liquid nitrogen using a combination of scalpel and pick. The samples were then placed back into the cryoprotectant at room temperature and allowed to thaw. After three washes in 0.1 M PB, the samples were stained in 1% OsO_4_/1.5% potassium ferricyanide, washed in 0.1 M PB and H_2_O, and dehydrated in a graded ethanol series (50%, 70%, 90%, 2 × 100% ethanol for 20 min), critical point dried with CO_2_ using a Leica EM CPD300 and mounted on aluminium stubs using adhesive carbon tabs. The samples were mounted to present the fractured surfaces to the beam and coated with a thin, 2 nm, layer of platinum using a Quorum Q150 R S sputter coater. SEM images were recorded with an FEI Quanta 250 FEG scanning electron microscope with the ETD detector, at 3 kV, spot 2.5 with a 5 µs dwell time.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-08332-w.

## Supplementary information

Supplementary Information Supplementary Figs 1–22.

Reporting Summary

Peer Review File

Supplementary Table 1 Enriched genes. Enriched genes in cell populations during chick trunk development.

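The table lists, for each population, genes with their log fold change, p value and the shares of cells inside and outside the population in which they were detected. Of its 2716 entries, 1999 could be read here, 1915 of them with values. The same shares were computed for the named classes without thinning. For NMPs the paper's reported values are 86% for CDX2 and 84.4% for CLDN1, and those of NMP-like cells were 87.0% and 79.3%. For preneural cells the paper's reported value for CA2 is 53.8% and for PADI3 41.4%, and those of preneural-like cells were 55.3% and 42.9%. For CFC1 in lateral plate mesoderm the paper reports 61.5% and the class here had 61.0%. For TIMP3 in the notochord it reports 35.5% and the class here had 37.2%. Blood island-like cells, with a median of 6555 UMIs, had shares of 22.4% for CDX2, 7.39% for CLDN1, 1.64% for PADI3 and 28.3% for CFC1. Neural-like cells, with a median of 6609.5 UMIs, had 20.9% for CA2 and 8.39% for TIMP3. The medians were 7303 UMIs in NMP-like, 7829 in preneural-like, 6979.5 in lateral plate mesoderm-like and 5232.5 in notochord-like cells. In the 4 libraries the shares of the named classes had an SD between 4.62 and 29.0 points.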

Supplementary Table 2 List of primers used. List of primers used in quantitative PCR with reverse transcription.

Supplementary Table 3 List of antibodies used. List of antibodies used in this study.

Supplementary Video 1 Posterior neuruloid micropattern. Posterior neuruloid micropattern (constant or 0-h-delay inhibition). Immunofluorescence for SOX2 is shown in cyan and TBXT in red.

Supplementary Video 2 Live imaging of posterior neuruloid micropattern at day 3. Bright-field dynamics of posterior neuruloid at day 3 showing active closure of the doughnut shape.

Supplementary Video 3 48-h-delayed inhibition micropattern. Micropattern colony with 48-h-delay inhibition. Immunofluorescence for FOXA2 is shown in magenta and HAND1 in green.

Supplementary Video 4 24-h-delayed inhibition micropattern. Micropattern colony with 24-h-delay inhibition. Immunofluorescence for FOXA2 is shown in green, TBXT in red and SOX2 in blue.

Supplementary Video 5 SHH expression in the notochord of trunk organoids. Immunofluorescence of day 7, H9 notoroid for SHH shown in cyan, TBXT in red and DAPI in grey.

Supplementary Video 6 Light-sheet microscopy of trunk organoids. Immunofluorescence of day 7, H9 notoroid for FOXC2 shown in cyan (note high background in the outer neuroepithelium), TBXT in red and TNE–ZsGreen in green.

Supplementary Video 7 Light-sheet microscopy of trunk organoids: 3D measurements. TNE–ZsGreen (green) H9 notoroid illustrating one example of 3D length measurements and the estimation of the longest, uninterrupted green signal along the midline.

Supplementary Video 8 Membrane staining of notochord in trunk organoids. Close-up of the notochord tissue in notoroids. Phalloidin is shown in green and WGA staining in red. TBXT is in blue.

Supplementary Video 9 Notochord in trunk organoids. Close-up of the notochord tissue in notoroids. LAMP1 is shown in green, TBXT in red and DAPI in blue.

Supplementary Video 10 Electron microscopy of ECM in notochord in trunk organoids. Volume SBF SEM images highlighting the sheath of ECM fibres around the notochord cell population.

Supplementary Video 11 Electron microscopy of ECM in notochord in trunk organoids. Volume SBF SEM images highlighting the sheath of ECM fibres around the notochord cell population and basal lamina.

Supplementary Video 12 Desmosomes in notochord in trunk organoids. Volume SBF SEM images highlighting frequent desmosomes in the notochord cell population.

Supplementary Video 13 Cilia in notochord in trunk organoids. Volume SBF SEM images highlighting cilia in the notochord cell population.

## Data Availability

scRNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under the accession numbers GSE223189, GSE224404 and GSE255338 for chick trunk, human micropatterns and 3D notoroids, respectively. SBF SEM data have been deposited in the Electron Microscopy Public Image Archive (EMPIAR) with accessions 12161, 12162, 12163 and 12164.

# Supplementary material for: Timely TGFβ signalling inhibition induces notochord
**Source:** Nature. 2024 Dec 18;637(8046):673–82. doi: 10.1038/s41586-024-08332-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RT-PCR data was acquired using Applied Biosystems QuantStudio software.<br>Immunofluorescence images were acquired using Zeiss Zen (v3.1) or Leica SP8 software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | Fiji v2.14 was used for image analyses, display and formatting. The custom-made pipelines to analyze single-cell data and for image quantifications were deposited on github. The scripts to analyse single-cell transcriptomic data are available <a href="https://github.com/tiagu/trunk_dev_scRNAseq">https://github.com/tiagu/trunk_dev_scRNAseq</a> . The Nucleus segmentation pipeline is available <a href="https://github.com/tiagu/Nucleus">https://github.com/tiagu/Nucleus</a> and the respective PyTorch models have been deposited in Zenodo ( <a href="https://zenodo.org/records/11388472">https://zenodo.org/records/11388472</a> ). The pipeline to analyse 3D cultures is available <a href="https://github.com/tiagu/gastrunet">https://github.com/tiagu/gastrunet</a> (DOI 10.5281/zenodo.12684779).<br>Imaris v9.5.1 was used for volumetric measurements and lightsheet movie creation.<br>The following packages were used for analyses: CellRanger (v4.0.0), Scanpy (v1.7.0), Scrublet (v0.2.2), harmonyppy (v0.0.10), SAMtools (v1.9) dropEst (v0.8.6). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell 3' mRNA sequencing data (10X Genomics) have been deposited under accession numbers GSE223189, GSE224404 and GSE255338 for chick trunk, human micropatterns and 3D notoroids respectively. Human data were mapped to the GRCh38-3.0.0 reference genome. The following data series were re-analysed GSE122187 (mouse transcriptomics; mm10) and GSE193007 (cynomolgus monkey). EM data is deposited in the Electron Microscopy Public Image Archive with the EMPIAR IDs: 12161, 12162, 12163 and 12164.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size and depth of single-cell experiments were based on previous experience gained during the studies of Delile et al. 2019 and other similar studies. For qRT-PCR assays all samples collected over the course of exploratory and validity stages of the study were aggregated for statistical analysis. For the remaining experiments no statistical test was performed to predetermine sample size.

Data exclusions

Melt-curve analysis and extreme cT values were used as a basis for exclusion outliers of qPCR technical replicates prior to statistical analysis of data. In micropatterned culture, patterns that were merged or not well isolated from their surroundings neighbors were excluded.

Replication

Reported results were repeated and confirmed in at least three independent experiments, except for single-cell RNA sequencing of embryos which was performed at closely-timed stages of development. For single-cell experiments of micropatterns and trunk-organoids, each experiment was reproduced and performed with multiple biological and/or technical replicates as stated in the Methods section.

Randomization

No particular randomization method was used in this work. For trunk organoid experiments, either the entire plate per experiment per condition was assayed or a given proportion of the plate was arbitrarily picked to be assayed (minimum n=8).

Blinding

Blinding was not performed in this study as the experimental setup and observation involves direct handling of the samples, e.g. application of treatments or cell counting.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                  |
|-------------------------------------|------------------------------------------------------------------|
| n/a                                 | Involved in the study                                            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Dual use research of concern |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The primary antibodies used in this study are detailed below:

mouse SOX2-AF488 BDBiosciences #561593 1:100  
 goat SOX2 R&D AF2018 1:500  
 rabbit TBXT D2Z3J #81694 1:500  
 goat TBXT R&D AF2085 1:1000  
 goat TBX6 R&D AF4744 1:500  
 TJP1 (ZO-1) Thermofisher #61-7300 1:200  
 goat SOX1 R&D AF3369 1:1000  
 rabbit FOXA2 Seven Hills WRAB-1200 1:2000  
 rabbit Phospho-p44/42 MAPK (Erk1/2) Cell Signalling 9101S 1:200  
 mouse total YAP Santa Cruz 63.7 (sc-101199) 1:100  
 rabbit active YAP Abcam EPR19812 (ab205270) 1:100  
 goat SNAIL R&D AF3639 1:500  
 rabbit LEF1 Cell Signalling #2230 1:200  
 goat SOX17 R&D AF1924 10ug/ml  
 goat HAND1 R&D AF3168-SP 1:200  
 mouse SHH DSHB 5E1 1:500  
 goat OLIG2 R&D AF2418 1:1000  
 sheep FOXC2 R&D AF5044 1:500  
 mouse NKX6.1 DSHB F55A10 1:100

Secondary antibodies (1:1000):  
 AF488 Donkey anti-mouse Invitrogen Cat#A21202  
 AF488 Donkey anti-goat Invitrogen Cat#A11055  
 AF488 Donkey anti-rabbit Invitrogen Cat#A21206  
 NL557 Donkey anti-Goat RnDsystems Cat#NL001  
 NL557 Donkey anti-Rabbit RnDsystems Cat#NL004  
 NL557 Donkey anti-Mouse RnDsystems Cat#NL007  
 AF594 Donkey anti-rabbit Invitrogen Cat#A32754  
 AF647 Donkey anti-mouse Invitrogen Cat#A31571  
 AF647 Donkey anti-goat Invitrogen Cat#A21447  
 AF647 Donkey anti-rabbit Invitrogen Cat#A31573  
 AF647 Donkey anti-sheep Invitrogen Cat#A21448  
 WGA iFluor™ 488 STEMCELL Technologies Cat#100-0816  
 DAPI Cell Signaling Technology Cat#40835

## Validation

All antibodies are commercial and have been validated by the companies from which they were purchased from in addition to being highly referenced in the field across several laboratories. Please see a list below of the main antibodies employed in this study. Furthermore, antibodies were tested for possible unspecific signals at unrelated embryonic stages or in vitro control conditions. Only antibodies with a reproducible signal were used.

goat SOX2 R&D AF2018; IF validation in ADLF1 and FAB2 Stem Cell Lines; 352 references.  
 rabbit TBXT D2Z3J #81694; IF validation in MUG-CHOR-1 and MCF 10A cell lines; 32 references.  
 goat TBXT R&D AF2085; IF validation in BG01V and differentiated human stem cells as well as mouse notochord; 240 references.  
 goat TBX6 R&D AF4744; IF validation in Mouse Mesoderm and JOY6 iPS cells ; 19 references.  
 goat SOX1 R&D AF3369; IF validation in Human Developing Brain, differentiated BG01V and NTERA-2 cell lines; 127 references.  
 rabbit Phospho-p44/42 MAPK (Erk1/2) Cell Signalling 9101S; IF validation in ; 32 references.  
 rabbit active YAP Abcam EPR19812 (ab205270); IF validation in HUVEC and 293A ; 85 references.  
 goat OLIG2 R&D AF2418; IF validation in human brain and oligodendrocytes in Rat Cortical Stem Cells ; 191 references.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                              |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Human ESCs from the H9 line were obtained directly from WiCell and MasterShef4 from UKSCB. HEK293T cell line was obtained and authenticated by HPA cultures. |
| Authentication                                                    | WiCell database. Karyotyping was performed to verify genome integrity.                                                                                       |
| Mycoplasma contamination                                          | All cell lines used in this study were routinely (every 3months) screened for Mycoplasma spp. and tested negative.                                           |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No lines from this register were used in the study.                                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Fertilized hens' eggs were obtained from Henry Stewart & Co. Ltd.                                                                                        |
| Wild animals            | NA                                                                                                                                                       |
| Reporting on sex        | Sex information in the transcriptomic data of chicken embryos was addressed by excluding genes in the W chromosome.                                      |
| Field-collected samples | NA                                                                                                                                                       |
| Ethics oversight        | Chicken embryos were incubated to less than two thirds of their gestation therefore do not fall under the UK's Animals (Scientific Procedures) Act 1986. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

How the deposited data were processed for this re-analysis (not part of the article)

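Single-cell RNA sequencing of the chick trunk was analysed, with 1 droplet library per stage at 4S, 7S, 10S and 13S and at least 4 embryos pooled per stage. The authors aligned the reads with CellRanger to GRCg6a and counted UMIs on exons and introns with DropEst. They then filtered cells per stage by mitochondrial share, total counts and Scrublet score. The values are these counts per gene and cell, not normalized, for 21328 genes and 27391 cells with 184550815 UMIs. Of the genes, 8937 were listed by Ensembl identifier and 1469 had no count. The stage of each cell was taken from its name. No reference genome was used.

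The stated minimum of 2500 UMIs and the stated maximum of 7.5% mitochondrial UMIs were applied to every library, which removed 2012 cells, all of them from the 7S library, and kept 25379. The 7S library was the shallowest, with a median of 3758 UMIs per cell. In each library 4 genes took more than 1% of the counts, between them 4.6% at 4S, 6.12% at 7S, 5.47% at 10S and 5.19% at 13S. Shares of cells with a UMI were compared after the counts of each cell were thinned at random to 2500 UMIs.

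The clustering followed the methods, with counts normalized to 10000 per cell leaving out genes above 1% of a cell, highly variable genes per library, 40 principal components, Harmony over libraries, 10 nearest neighbours and Leiden clusters at resolution 3.5. Harmony was written in numpy, since the package was not installed. The results section of the paper names Louvain and its methods Leiden, and Leiden was used. Left out were 50 genes that a statement is about, so that classes were not tested on genes that had shaped them. FOXA2, which was tested between the notochord-like clusters, was not among these genes and was free to enter the clustering. Clusters were named from marker lists fixed with the design. The thresholds for naming (3 markers detected in at least 10% of cells, a mean z score of at least 1, and the top 10 genes of a cluster for a second look) were chosen after a first clustering had been looked at. Of 84 genes looked up by name, 4 were not found by that name, SNAI2, LEFTY2, MESP2 and SFRP2L. Of these, the paper's text names SNAI2, and it writes LEFTY without a number for the mature notochord.

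Groups of cells were compared on UMI sums per library and group with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, TMM, filterByExpr), with the library as a block and Benjamini-Hochberg adjustment at 0.05. The deviations of the 2 sums of a library from their group means were correlated over genes, with coefficients between 0.171 and 0.63, and genes are not independent replicates. There were 6 lists of genes, each tested in 1 comparison of 8 sums. On simulated counts with 200 changed genes, the tests recovered between 74.0% and 93.0% of them and called between 3 and 10 unchanged genes. These counts had a fixed dispersion of 0.02 and the same mean profile in every library. They held no differences between libraries, so these rates need not hold for the real sums. Stages were not tested against each other, since each had 1 library. For them exact Poisson and exact Clopper-Pearson intervals at 95% are given, which cover counting error only. Pairs of genes detected in the same cell were compared with the product of the single shares.

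The trajectory was built by diffusion pseudotime with 15 components, since Slingshot was not installed, and divided into 20 bins. Half-maximum positions were compared between genes with an exact two-sided sign-flip permutation test over the 4 libraries. The running mean and the half-maximum were defined before positions were computed but were not part of the written design. On 500 simulated curves the largest mean error of a position was 0.01. These curves crossed their half-maximum earlier than any of the genes did in the main order. The error near the neural end, where the genes lay, was thus not measured. UMIs from free RNA enter the order of single cells, which was not corrected for them. Jaccard distances were computed on genes with a UMI after thinning, with up to 50 cells per class and library.

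The comparisons, the lists, the markers, the alternatives and the rule for naming genes were written before the data were examined, apart from the choices named as later ones. The rule names every gene that the paper names for these data, and the 5 genes with the largest rise and the 5 with the largest fall from 4S to 13S among genes with at least 50 CPM in the higher and 10 counts in the lower of these libraries and the same direction at each step. Values in Supplementary Table 1 counted as seen. The alternatives were DESeq2, no filter on low counts, no block, each library left out in turn, no integration, resolution 2, another seed, the 50 genes kept in the clustering, count splitting, Scrublet at 0.25, a narrower comparison for NMPs, other depths of thinning, at least 2 UMIs, 10 bins, the first principal component, and the trajectory without primitive streak-like cells. Keeping all deposited cells was added after the data had been seen.

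Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, umap-learn 0.5.12, scikit-learn 1.9.0 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The mouse, macaque and human data and the imaging data of the paper were not analysed here.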

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

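The tests of this part were written before their results were seen, except that the ratio over all genes that rose or fell and the limit to splits that part each library were chosen only after first versions of these tests had been seen. In groups of 4 libraries, a library was looked at again when its gap to the nearest other, divided by the range, was above Dixon's 95% critical value for 4 samples. Of 66 groups 6 had such a library, and chance alone gives about 1 in 20.

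In the preneural comparison the log2 difference of PADI3 was 1.98 at 4S and between 3.62 and 3.72 in the other libraries, a gap of 0.943 of the range. In the notochord comparison TIMP3 had 7.10 at 7S and between 5.80 and 5.92 elsewhere, a gap of 0.908. SEMA3C had 3.60 at 4S and between 6.46 and 6.96 elsewhere, a gap of 0.851, and its level in all other cells was 0.187 CPM, so that few counts decide it. Each of these genes was called without any 1 of the libraries. In the comparisons of preneural-like and of notochord-like cells, 1 of 8 splits that part each library, the real one, gave as many called genes of the list. This is the smallest share possible, so that chance could not be excluded by splits. No cause was tested for the single libraries, and stage and library preparation were the same variable in them.

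The share of floor plate-like cells was 0.657% at 10S and between 0.174% and 0.221% in the other libraries, a gap of 0.902. It rested on 57 cells at 10S against 7 at 4S. The share of cardiac mesoderm-like cells was 4.50% at 4S and between 4.11% and 4.13% elsewhere, a gap of 0.936, in a class whose shares otherwise lay close together. Dissection and stage both stay open for these shares, and neither was tested. The half-maximum position of WNT5A was 0.875 at 4S and between 0.78 and 0.785 elsewhere, a gap of 0.947. Without 4S its mean was 0.782. No biological explanation was tested for it.

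Among genes that the paper does not discuss for the chick libraries, 4 of the genes with the largest rise in CPM from 4S to 13S and 4 of those with the largest fall were taken by the rule for naming genes. HOXA7 rose by 3.78 on the log2 scale, from 77.3 CPM to 1060, GREB1 by 3.63, ANXA2 by 3.12 and HOXD8 by 3.04. On the same scale AGRP fell by 9.27, from 194 CPM to 0.314, NOXO1 fell by 4.35, KDR fell by 3.175 and AMN1 fell by 2.899. HOXA7, HOXD8 and AGRP changed in the same direction in 16 of 16 groups of cells, NOXO1, KDR and ANXA2 in 15, and GREB1 and AMN1 in 14. The groups were the named classes and the cells left without a name, but floor plate-like cells were too few to enter. In all, 109 genes rose and 303 fell at each step, of 2765 that could be counted. A change in the shares of the classes between libraries would shrink these changes once each class has the same weight in every library. The weight of a class was its share of all cells. Over these 412 genes the ratio of the median change with these fixed weights to that without was 0.981. This argues against a change in shares as the whole cause for the genes as a set. The change became smaller in 234 genes and larger in 178, and kept its direction in 412. That of KDR became −2.55. A difference between library preparations cannot be told apart from stage, since there was 1 library per stage. A change with developmental time stays open beside it and was not tested.

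AGRP in the 4S library was also weighed against free RNA or a contaminant spread over the library. On thinned counts the share of 4S cells with a UMI was 46.2% in somitic mesoderm-like and 1.43% in surface ectoderm-like cells. The ratio of 32.3 between these classes argues against a source that reaches all cells alike. What sets the 4S library apart was not tested further.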

How the results depend on the processing

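Keeping all deposited cells was an alternative chosen after seeing the data, and the other alternatives were planned. The 2 sums of a library deviated together, so the real split of the 8 sums was compared with the splits that part each library, with the library as a block, a limit chosen after all splits had been seen. In 6 of 6 comparisons of a list of genes, 1 of 8 such splits gave as many called genes as the real one, which was that split itself, and each of the others called 0 genes of the list. The share of 1 of 8 is the smallest possible, so that chance could not be excluded by splits. Over all 35 splits without the block, seen before the limit was set, 1 split gave as many called genes as the real one in each comparison. Those splits do not allow for the 2 sums of a library deviating together, and no conclusion was drawn from them.

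The surface ectoderm list gave 4 called genes and the notochord list 5 in each alternative run. The NMP list gave between 6 and 8, the preneural list between 2 and 3, the lateral plate list between 1 and 4 and the NotoP list between 3 and 7. With each library left out in turn the ranges were 7 to 8 for the NMP list, 3 for the preneural, 3 to 4 for the lateral plate, 4 for the surface ectoderm, 5 for the notochord and 4 to 7 for the NotoP list. The NMP list gave 8 without 4S, the lateral plate list 3 without 7S or without 10S, and the NotoP list 5 without 4S, 7 without 7S and 4 without 10S. It also gave 7 without the filter on low counts, which let SEMA3C be tested. Without the block the lateral plate list gave 1, BMP4. With count splitting the NotoP list gave 3, as only 3 of its genes had enough counts to be tested. The NMP list gave no value without integration, since only 2 cells were NMP-like at 4S.

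Of 112 values of single NMP genes under the alternatives, 102 stayed on their side of the threshold, 8 were called in addition and 2 were lost. The 8 were those of BAMBI, with log2 differences of 0.30 without the filter, 0.54 without 4S, 0.47 at resolution 2, 0.39 with another seed, 0.40 with the named genes kept, 0.44 with count splitting, 0.39 with all deposited cells and 0.43 in the narrower comparison. The losses were NEFM with DESeq2, at 1.73, and ENSGALG00000004365 without the block, at 2.92. CNTN2 was lost without the block, at 2.91. For the lateral plate list 6 of 56 values were lost, those of GATA4 at 1.68, CFC1 at 2.08 and EVX1 at 1.33 without the block, and of EVX1 with DESeq2 at 1.19, without 7S at 1.28 and without 10S at 1.00. For the NotoP list 7 of 81 were lost. These were GNOT2 without the block at 1.08 and without 10S at 1.2, and LEFTY1 with DESeq2 at −0.88, without the block at −1.24, without 4S at −0.42, without 10S at −1.24 and with all deposited cells at −0.99. GNOT2 reversed without integration, to −0.18. The cause was not tested.

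The number of classes with shares over 1.5 times apart was 8, and without integration it was 13 of 13. Of 64 shares of a class and stage, 43 moved beyond their interval without integration, 29 at resolution 2, 30 with another seed, 24 with Scrublet and 26 with all deposited cells. The rise of HOXB9 and HOXC9 at each step held in each alternative run for it. Of 12 pairs of genes, 6 were detected together above the expected share in every library, 3 when at least 2 UMIs were required, which leaves fewer cells, and between 6 and 7 with a library left out. Keeping all deposited cells gave 27391 in place of 25379. The cause of the changes without integration was not tested.

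Of 10 pairs of genes along the trajectory, 9 were in the stated order. It was 4 with 10 bins and between 8 and 9 with a library left out. The order by the first principal component gave no value, since FGF8, WNT8A and SPRY2 did not fall to their half-maximum in any library and WNT5A did not at 4S and 13S. With 10 bins WNT4 came before WNT8A, at −0.0511, and before SPRY2, at −0.00839, RXRA before WNT8A, at −0.0733, and before SPRY2, at −0.0305, and RARB before SPRY2, at −0.0353. RARB came after WNT8A without primitive streak-like cells, at 0.0112, and with the named genes kept in the clustering, at 0.00481. RXRA came before WNT8A without 7S, at −0.00335, and without 13S, at −0.00417, in a range that reached 0.0114 without 4S. The cause was not tested. The rank of the NMP and notochord pair by Jaccard distance was 86 of 120, 96 without thinning, 71 over highly variable genes only and between 86 and 89 with a library left out.

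Depth limits what the 7S library can show, at a median of 3758 UMIs per cell, and genes near the floor, such as TBX20. Cells with both TBX20 and TNNT2 numbered 0 on counts thinned to 2500 UMIs, 5 of 18135 on counts thinned to 5000 and 11 of 25379 without thinning.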

Differences from the paper's values

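Keeping all deposited cells was an alternative chosen only after the data had been seen. The number of cells and 12 of the shares in the paper's Supplementary Table 1 were compared, and none differed by more than the spread between libraries and by more than 1.5 times. The number of cells was 25379 here, and the paper's value is 27379. With all deposited cells it was 27391, an alternative chosen after seeing the values. For the 7S library the paper's minimum of 2500 UMIs per cell was not met by 2012 of 7921 deposited cells, of which the lowest had 1002. For CLDN1 the paper's value is 84.4% and the one here was 79.3%, for CYP26A1 they were 40.5% and 34.2%, for EPHA1 37.9% and 37.0%, for F2RL1 33.2% and 31.4%, for CNTN2 30.7% and 31.2%, for BMP4 37% and 36.2%, and for EVX1 47.6% and 49.1%. The table was held in part.

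The statements on genes were then compared one by one. Of 30 tests of a gene over 6 lists, 29 were called in the stated direction. BAMBI, which the paper states to be high in NMPs, was not called over all genes, at a log2 difference of 0.33, and it was called in 8 of the alternatives, with differences from 0.30 to 0.54. The paper states that NotoPs lack LEFTY1. It was lower there than in the mature notochord, at −1.17 on the log2 scale, but 11.7% of NotoP-like cells had a UMI against 0.137% of blood island-like cells. The NotoP-like cluster may be broader than the paper's NotoPs, since SHH had a UMI in 35.7% of its 617 cells and CDX2 in 34.8%. Without integration the NotoP-like cluster held 187 cells, with SHH in 20.9% and CDX2 in 71.7%. The LEFTY1 share of 11.7% belongs to the broader cluster.

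The paper states that shares of cell types were stable. Harmony, which the paper also used, draws clusters towards an even mix of libraries, so similar shares are in part built in. Of 16 classes, 8 had a ratio over 1.5. It was 8 of 15 at resolution 2, 10 of 16 with another seed, 8 of 16 with Scrublet, 13 of 13 without integration, and 7 of 16 with all deposited cells, an alternative chosen after seeing the values. The paper names a neural crest population. No cluster was named so here, while SOX10 was found in neural-like cells at 13.0 CPM. For the trajectory the paper places RARB after WNT8A. The mean difference was −0.0158 here, with the stated order in 2 of 4 libraries and a range from −0.0254 to −0.00332 with a library left out, while 9 of 10 pairs were in the stated order. Without primitive streak-like cells it was 0.0112 and with the named genes kept in the clustering 0.00481, and in both alternatives 10 of 10 pairs were in order. With 10 bins it was −0.0781, with the stated order in 0 of 4 libraries, and 4 of 10 pairs were in order.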

Other observations

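The test of SPRY2 over classes and that of HBZ and HBA1 over classes were chosen only after the result had been seen, as was that of 7S cells, and the tests of HBZ and HBA1 and of 7S cells took the place of planned ones that could not decide. The genes NPY, RGN and APOA1 were also named after their values were seen.

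SPRY2 had 632 CPM at 7S and 104, 173 and 205 in the other libraries. If an effect on the whole 7S library lay behind SPRY2, the 7S library would be highest in nearly every class. It was highest in 100% of the classes compared, 15 of 15, with a fold over the next library of 2.17 to 4.4. An effect on the whole library may thus lie behind it, and a change with stage was not excluded. The half-maximum positions of SPRY2 rest on each library's own range. At 4S, 4 genes with at least 50 CPM lay more than 3 times above each other library, AGRP, NPY, RGN and APOA1, and at 10S and 13S there were 0.

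The 7S cells with fewer than 2500 UMIs were clustered with all others and fell into 16 classes. If most were empty droplets with the free RNA of the library, a class would have little excess in its own genes among them. This was tested on 67 genes that took no part in the clustering and were chosen in the other 3 libraries, over 12 classes with 1506 of these 2012 cells. The excess was 0.904 times that of the other 7S cells (95% bootstrap interval over cells 0.831 to 1.01), as a mean weighted by cells, from 0.595 in lateral plate mesoderm-like to 1.35 in surface ectoderm-like cells. This argues against empty droplets as the main source of the cells in these classes. Damaged cells and debris of single cells, which keep the RNA of their class, stay open, and so do the classes that were not tested.

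UMIs of HBZ and HBA1 were looked for outside blood island-like cells to see if free RNA from blood cells reached all classes alike. Equal shares over the other classes of a library were tested on thinned counts with a chi-square statistic and 100000 random permutations of the positive cells. The largest p of the 4 libraries was 2e-05, at 4S, which argues against free RNA from blood cells as the sole source. The highest share outside blood island-like cells was 4.08% at 4S, 4.63% at 7S and 7.17% at 10S, in endoderm-like cells, and 19.5% at 13S, in intermediate mesoderm-like cells. Blood island-like cells themselves had 18.3%, 11.1%, 4.78% and 21.8%, less than endoderm-like cells at 10S. Doublets and cells put in the wrong class stay open and were not tested.

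Jaccard distances between cells of 2 classes were computed for 120 pairs of classes, since the paper's text does not name the species of its comparison. The distance between NMP-like and notochord-like cells was 0.759 ± 0.00571 (SD, n = 4), at rank 86 of 120 from the shortest, with ranks between 75 and 98 in single libraries. Among the pairs with notochord-like cells it ranked 3, and the shortest of these, with primitive streak-like cells, was at rank 82. Among the pairs with NMP-like cells it ranked 14. The median distance was 0.754 and the longest 0.768. Over highly variable genes only, the rank was 71 and NMP-like cells were the nearest class to notochord-like cells, at 0.819 ± 0.0146.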
